# Attenuated IL-2 muteins leverage the TCR signal to enhance regulatory T cell homeostasis and response *in vivo*

**DOI:** 10.3389/fimmu.2023.1257652

**Published:** 2023-09-22

**Authors:** Shining Ma, Michelle So, Aazam Ghelani, Rohith Srivas, Anupama Sahoo, Robyn Hall, Wenjun Liu, Hao Wu, Sherman Yu, Shiping Lu, Elly Song, Taryn Cariaga, Marcus Soto, Hong Zhou, Chi-Ming Li, Ashutosh Chaudhry, Xin Luo, Sue J. Sohn

**Keywords:** regulatory T cell (Treg), interleukin-2 (IL-2), IL-2 therapy, cytokine, T cell receptor (TCR), *in vivo*, tolerance

## Abstract

Interleukin-2 (IL-2), along with T-cell receptor (TCR) signaling, are required to control regulatory T cell (Treg) homeostasis and function *in vivo*. Due to the heightened sensitivity to IL-2, Tregs retain the ability to respond to low-dose or attenuated forms of IL-2, as currently being developed for clinical use to treat inflammatory diseases. While attenuated IL-2 increases Treg selectivity, the question remains as to whether a weakened IL-2 signal sufficiently enhances Treg suppressive function(s) toward disease modification. To understand this question, we characterized the *in vivo* activity and transcriptomic profiles of two different attenuated IL-2 muteins in comparison with wildtype (WT) IL-2. Our study showed that, in addition to favoring Tregs, the attenuated muteins induced disproportionately robust effects on Treg activation and conversion to effector Treg (eTreg) phenotype. Our data furthermore suggested that Tregs activated by attenuated IL-2 muteins showed reduced dependence on TCR signal, at least in part due to the enhanced ability of IL-2 muteins to amplify the TCR signal *in vivo*. These results point to a new paradigm wherein IL-2 influences Tregs’ sensitivity to antigenic signal, and that the combination effect may be leveraged for therapeutic use of attenuated IL-2 muteins.

## Introduction

Regulatory T cells (Tregs) play a critical role in establishing and maintaining immune homeostasis. While representing a relatively small proportion of circulating and tissue resident T cells, Tregs can exert a dominant effect by suppressing activated T and B cells, inducing a tolerogenic phenotype in antigen presenting cells, mediating tissue repair, and controlling metabolic adaptation [reviewed in (1, 2)]. These effects limit pathogenic inflammatory responses and restore homeostatic balance in tissues. Insufficient numbers or functional defects that render Tregs unable to control activated immune cells underlie the pathogenesis of many autoimmune and inflammatory diseases. For example, genetic deficiency of forkhead box p3 (*FOXP3*), a key transcription factor involved in Treg differentiation and functional specification, leads to the systemic autoimmune disorder, immune dysregulation polyendocrinopathy enteropathy X-linked syndrome (IPEX) in humans (3) and *scurfy* in mice (4, 5). Other genetic models targeting pathways that impact Treg number or function similarly capitulate dysregulation of immune homeostasis [reviewed in (6)].

Tregs respond to a multitude of stimuli that are available systemically and in tissue-specific contexts. Among these, T-cell receptor (TCR) and interleukin-2 (IL-2) signals play critical roles in the regulation of Treg number, phenotype, and function *in vivo* (7, 8). Because thymically derived Tregs are selected on self-antigen-derived peptides presented by MHC II, many Tregs experience antigenic signals *in vivo* at homeostasis (9, 10). Additionally, Tregs possess the ability to respond to limiting amounts of IL-2, made available by a few conventional CD4 T cells reacting to their cognate antigens (11). Utilizing the enhanced sensitivity of Tregs to IL-2, low-dose IL-2 (12) and various modalities of attenuated IL-2 (13–15), currently in clinical development, are intended to preferentially boost Tregs’ ability to curb pathogenic inflammatory responses in disease.

Previously, we shared our analysis of a large panel of engineered human IL-2 muteins that represented a wide spectrum of affinity and activity (16). Primarily using *in vitro* assays, we showed that attenuated IL-2 muteins, as a class, increased Treg selectivity and induced biological responses downstream of STAT5 activation. *In vitro* Treg responses to IL-2 muteins largely correlated with STAT5 activation, an IL-2 receptor (IL2R)-proximal signaling event. Here, to expand our understanding of Treg response to IL-2, and to understand whether attenuated IL-2 muteins induced key activation responses required for Treg function *in vivo*, we investigated the effects of wildtype (WT) and attenuated IL-2 muteins on Treg expansion and activation using mouse models. We performed transcriptomic analysis on Tregs from mice treated with IL-2 muteins, in combination with MHC II blocking antibody to reduce TCR signal to explore the contribution of TCR signal to Treg response to IL-2. We characterized molecular signatures and signaling pathways of IL-2 response in Tregs and compared the response with attenuated IL-2 muteins, and further explored IL2-stimulated Treg gene signatures in various biological contexts.

## Materials and methods

### *In vitro* IL-2 activity assay for mouse splenic Tregs

IL-2 activity was determined by STAT5 activation (phospho-STAT5 (pSTAT) signal in a flow cytometry-based assay. Mouse splenocytes were treated with ACK buffer (155mM Ammonium Chloride +10mM Potassium Bicarbonate +0.25mM EDTA in H_2_0, pH7.4), to lyse RBC and plated in complete RPMI media (RPMI1640 containing 10% FBS, buffered with HEPES GlutaMax, Penicillin-streptomycin, beta-mercaptoethanol, sodium pyruvate, and non-essential amino acid). Following a brief equilibration at 37°C, pre-diluted human WT IL-2, H16R, V91K D20A M104V (3x), D20W (all Fc-fused human IL-2 were produced at Amgen), or recombinant human IL-2 (R&D, cat# 10453-IL) was added to the wells and incubated for 20 min at 37°C. Cells were pelleted at 4°C and fixed in 1x Foxp3 fix/perm buffer and stained for Foxp3 using a kit (eBioscience cat # 00-5523). After Foxp3 staining, cells were fixed in Perm Buffer III of Phosflow kit (BD #558050) and stained for phospho STAT5, followed by extensive washing in FACS staining buffer (BD #554657), and stained for cell surface markers per standard protocol. pSTAT5 median fluorescence intensity (MFI) values from the Treg-gated population (Foxp3^+^ CD4^+^ CD3^+^ T cells) were used to generate IL-2 dose-response curves, and non-linear regression analysis was performed to generate EC50 values GraphPad Prism (v9.02; GraphPad Software, Inc., San Diego, CA).

### *In vivo* Treg responses

Characterization of the *in vivo* Treg response and bulk RNA-Seq analysis were performed in 8-12 week-old C57BL/6 female mice. IL-2 was dosed at indicated doses by subcutaneous injection. When specified, isotype control (LTF-2, BioXcell #BE0090) or MHC II blocking (M5/114, BioXcell #BE0108) antibody was administered by intraperitoneal injection at 500 μg per dose on day -1 and day 0. Animals were sacrificed on day 4 or 5 for analysis.

All experimental studies were conducted under protocols approved by the Institutional Animal Care and Use Committee (IACUC) of Amgen. The Amgen IACUC protocol number for IL-2 administration of mice is 2022-1526 and that for psoriasis model is 2022-1531. Animals were housed at Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC) International-accredited facilities (at Amgen) in ventilated micro-isolated housing on corncob bedding. Animals had *ad libitum* access to sterile pelleted food and reverse osmosis-purified water and were maintained on a 12:12 h light:dark cycle with access to environmental enrichment opportunities.

### Mouse PK/PD studies and analysis

Male WT C57L/6 (7-8 weeks old) were purchased from Jackson Laboratory (CA, USA). Twenty-five micrograms of Fc-IL-2 proteins were dosed subcutaneously over the shoulders. Blood specimens were collected at various times post-injection (0.083h, 1h, 6h, 24h, 48h, 96h, 168h, 240h, 336h and 504h), incubated at ambient temperature for approximately 20 min or until fully clotted and then centrifuged to separate out the serum. All serum specimens were stored at -70°C ( ± 10°C) until use in analytical assays. PK parameters were estimated from mean serum concentration-nominal time data by noncompartmental analysis using Excel addins PKSolver (17). Serum concentration-time profiles were generated using GraphPad Prism (v9.02; GraphPad Software, Inc., San Diego, CA).

*In vivo* pSTAT5 response in mouse splenocytes was measured using the Phospho (Tyr694)/total STAT5a,b assay whole cell lysate kit (Meso Scale Discovery, #15163D) per manufacturer’s instructions and read on a Sector Imager 6000 (Meso Scale Discovery).

### Tissue processing and flow cytometric assay

#### Blood

Blood was collected from live mice 3 days post IL-2 treatment into EDTA tubes (BD #0266933). Blood was surface stained with antibodies diluted in BD Brilliant staining buffer (BD #566349) for 30 minutes on ice. Stained blood was RBC lysed by treatment with ACK buffer, washed and stained with Live/Dead Fixable Near IR Stain (Invitrogen #L10119) before overnight fixation/permeabilization with 1x Fix/Perm buffer at 4°C (eBioscience #00-5523-00). Intracellular antibody staining was performed at room temperature in 50μl of 1x Permeabilization buffer for 45 minutes, then washed according to vendor protocol and resuspended in BSA staining buffer (BD #554657).

#### Splenocytes

Spleens were dissociated in C-tubes (Miltenyi #130-093-237) in 10ml of cold MACS buffer (PBS, pH 7.2, 2 mM EDTA, and 0.5% BSA) using gentleMACS Octo Dissociator (Miltenyi,#130-095-937, protocol: “m_spleen_01”) and passed through 70μm cell strainer (Corning #431751). Cells were pelleted, RBC lysed in ACK Lysis buffer, quenched, refiltered through 70μm strainer, then resuspended in MACS buffer.

#### Skin

Subcutaneous fat was scraped away, tissue was minced with scissors, then incubated in 2ml of digest medium consisting of RPMI-1640, 5% FBS, 300μg/ml Liberase TM (Roche #05401119001), DNase I (Sigma #D4263) for 1.5hrs at 37°C while shaking at 100-200rpm. Digested fragments were disaggregated by pipetting, passed through 70μm strainer and resuspended in 50μl MACS buffer.

### Flow cytometry

Single cell suspensions of skin and splenocytes were surface stained with antibodies, washed with PBS, then Live/Dead stained, fixed and intracellularly stained as previously described (16). Skin samples were passed through 40μm filter tubes final time before data acquisition. Flow cytometry was performed on BD Symphony A3 Cytometer (BD, San Jose, CA, USA).

### Sample groups and Treg and Tcon cell purification for bulk RNA-seq analysis

Four different IL-2 treatment conditions (PBS, WT IL-2, H16R, and 3x mutein) within 2 antibody treatment groups (isotype and MHC II blocking antibodies) were evaluated with 4 mice in each group, resulting in a total of 32 Treg samples. CD25- Tcons from two mice from each group were included for comparison but were omitted from subsequent deep analysis. Treg and Tcon cells were purified from total splenocytes using a commercial mouse Treg isolation kit (Miltenyi # 130-091-041) following the manufacturer’s protocol. Individual mice were processed as separate samples. Tcons were collected as the flow-through fraction in the CD25 positive selection step. The bound fraction was eluted and collected as the Treg cells. Small aliquots were stained for CD3/CD4/CD25/Foxp3 to check for purity and indicated that most samples showed greater than 90% Foxp3^+^ staining post purification.

### TruSeq stranded mRNA library preparations

Sorted CD25- Tcon or Treg cell RNA was extracted by using Qiagen RNeasy mini kit (Qiagen #74106). The concentration and quality of the isolated RNA samples were assessed and determined on ThermoFisher NanoDrop 8000 spectrophotometer and Agilent 4200 TapeStation system, respectively, and had RNA integrity numbers at least 9.1. 200ng or 500ng RNA was used to prepare cDNA library by using a protocol modified from the Illumina TruSeq Stranded mRNA kit (Illumina #20020595). Briefly, after two rounds of polyA^+^ RNA selection and the step of fragmentation and priming at 94°C for 4 minutes, the fragmented RNA was reverse-transcribed to cDNA using SuperScript™ III (ThermoFisher Scientific Invitrogen™ #18080093) and RNase-out (ThermoFisher Scientific- Invitrogen™ #10777019) at 50°C for 1 hour. Sequentially, the products of the 1^st^ strand cDNA synthesis reaction were converted to double stranded cDNAs and subjected to end-repair, A-tailing, and adapter ligation by following up the commercial instruction. The constructed libraries were amplified and barcoded using the PCR program: a denaturation step at 98°C for 30 seconds, 15 cycles of 95 °C for 10 seconds, 60 °C for 30 second, 72°C for 30 seconds, and a 72 °C extension cycle for 5 minutes followed by a hold step at 4 °C. The amplified products were subjected to a clean-up step using AMPure XP bean (Beckman Coulter #63881) at the 0.85x ratio of beads to the PCR reaction volumes. After quantifying the clean-up products, the final barcoded libraries were sequenced to a minimum depth of 30 million paired-end reads at the 150nt read length on an Illumina Nextseq2000.

### RNA-Seq data analysis

RNA-Seq sequencing reads were aligned using OSA aligner (18) embedded in v10.0 of the Omicsoft Array Suite (Qiagen) to mouse genome version B38 based on gene model GENCODE v19. Gene level expression were quantified based on Omicsoft implementation of RSEM (19), and represented as normalized fragments per kilobase per million reads (FPKM). 2D Principal component analysis (PCA) plots were generated based on transformed, variance stabilized counts (using the variance-stabilizing transformation (VST) function in DESeq2) of all expressed genes for all samples or Treg samples to explore the distribution of samples across cell type and treatment conditions. Genes that were expressed at very low levels (counts per million mapped reads > 0.5 in less than 4 samples), genes that did not code for protein were filtered out before downstream differential expression analysis by DESeq2 (v1.30.1) with default parameters (20). Six pairwise comparisons were performed (WT vs PBS, H16R vs PBS, 3X vs PBS in Isotype and MHC II blockade conditions respectively). All differentially expressed genes (DEGs, FDR<0.1) were Z-score normalized versus PBS treatment, and clustered (hierarchical clustering, default parameters) and visualized in a heatmap using ComplexHeatmap (v.2.6.2) (21). Boxplots of example gene expression across conditions were generated by QIAGEN OmicSoft Studio (V11.7, Qiagen). UpSet plots were generated with UpSetR (v1.4.0) R package, to visualize the intersections of significantly up/down-regulated genes (FDR<0.1) in WT vs PBS, H16R vs PBS and 3X vs PBS in the isotype control antibody-treated group.

### WGCNA network analysis

We employed WGCNA (v1.71) R package to construct the weighted gene co-expression network (22, 23). Briefly, 19,662 genes with a total read count of more than fifty in all 32 Treg samples were kept for the analysis. The R function pickSoftThreshold was used to calculate the soft thresholding power and the optimal power was set as 5 to ensure scale-free topology fit index is above 0.9. A hierarchical clustering dendrogram of the topology overlap matrix (TOM) matrix was constructed with the parameter minModuleSize as 20 to identify gene co-expression modules. The module eigengenes (MEs) were defined as the first principal component expression of genes within a given module and calculated using the moduleEigengenes function in the R WGCNA package. It can be considered as a representative of the gene expression profiles within a module, which was further correlated with various sample traits by Pearson’s correlation.

### Pathway analysis

DEGs from different comparison group and WGCNA module genes were further analyzed by Reactome pathways (2016 version) using clusterProfiler (v3.18.1) (24) and ReactomePA (v1.34.0) R packages (25) or canonical pathways Ingenuity pathway analysis (IPA v01-20-04; Qiagen).

### Exploration of gene expression in public single cell RNA-Seq datasets

Lu et al. murine IL-2 treatment single cell RNA-Seq processed data were generated in house and previously published (26). Processed scRNA-Seq count matrix and metadata by Miragaia et al. (27) was obtained from https://figshare.com/projects/Treg_scRNA-seq/38864. Processed count data with cell classification from Reynolds et al. were downloaded from ArrayExpress (E-MTAB-8142). Processed count data were integrated with meta data provided by author, further filtered, and normalized to focus on Tregs with Seurat (v4.0.6) (28) R package. Gene expression across different Treg subgroups were visualized by DotPlot function by Seurat.

### *In vitro* Treg suppression assay

Tregs were isolated from total splenocytes using Treg purification kit according to manufacturer’s instructions (Miltenyi #130-091-041). CD8 T cells were isolated from naïve C57BL/6 spleens with EasySep purification kit according to manufacturer’s instructions (Stem Cell Technologies #19853). 1e5 CD8 T cells were co-cultured in 0.2ml complete RPMI media with 2.5e4 T cell activating Dynabeads (Gibco #11456D) and Treg at indicated ratios overnight at 37°C. Cells were washed, stained, acquired on BD Symphony cytometer and analyzed with Flowjo 10.5.3 (Treestar). Geometric mean fluorescence intensity (gMFI) of CD69 in the CD8 T-gated population was used as activation readout.

### Measurement of huIL-2 concentration in mouse serum

Quantification of Fc-IL2 proteins in mouse serum was performed using electro-chemiluminescent immunoassays on the Sector S 600 plate reader (Meso Scale Discovery) with biotinylated anti-human IL-2 antibody (R&D Systems, BAF202) as the capture reagent and ruthenylated mouse anti-human IgG Fc (Amgen clone 1.35.1 Mab) as the detection reagent. The interpolation of analyte serum concentrations from standard curves was performed in Watson LIMS™ Non-GLP Prod.

### Imiquimod psoriasis model

Six to eight week-old female BALB/c mice were purchased from Charles River Laboratory and maintained on a 12-hour light/dark cycle under specific pathogen-free conditions with access to food and water *ad libitum*. Protocols were approved by Institutional Animal Care and Use Committee of Amgen. Mice were administrated subcutaneously with 25μg IL-2 muteins or PBS a day before (day -1) imiquimod application. A topical dose of 62.5mg of Imiquimod cream (5%), containing 3.125mg active compound, (Aldara; AMA HEALTH CARE INCDBA BURTS PHARMACY) was applied daily on the shaved back skin and right ears for 5 consecutive days. All mice were weighed daily, and the percent body weight was calculated as the percent of the initial body weight. The ear thickness was measured daily with a caliper. Blood samples were collected on d2 (d3 post IL-2 muteins injection). Harvested tissues were processed for histopathological analysis or flow cytometry analysis.

## Results

### Attenuated IL-2 muteins induce a disproportionately robust Treg responses *in vivo*

To explore the effects of attenuated IL-2 signaling *in vivo*, we chose two human IL-2 muteins that exhibited attenuated activity compared to WT IL-2 in *in vitro* phospho-STAT5 (Tyr694 pSTAT5) assay. These IL-2 molecules were fused to effector function-less human IgG1 Fc, thus exhibiting reduced binding to Fc-gamma receptor and increased *in vivo* half-life. Both muteins demonstrated significantly differentiated levels of attenuation compared to WT IL-2. H16R showed approximately a 20-fold shift in EC50 compared to WT IL-2 in human Tregs (1.168 nM vs. 0.057 nM). D20A V91K M104V (hereon referred to as 3x mutein) exhibited approximately 84-fold reduction in activity by EC50 (4.763 nM vs. 0.057 nM) and significantly reduced Emax compared to both WT IL-2 and H16R and is thus considered a far-attenuated mutein. D20W served as a negative control because it binds to IL2RA weakly but does not induce significant pSTAT5 response *in vitro* (16).

Using the STAT5 activation assay, we compared the rank order of activity of these human IL-2 molecules in human and mouse Tregs. As shown in **Figure 1A**, the EC50 values for human WT IL-2, the muteins, and recombinant IL-2 showed a strong correlation (*R*^2 ^= 0.9860) between human and mouse Tregs (**Table 1**). Additionally, the Emax values of the IL-2 muteins showed reduced maximal activities compare to WT IL-2 in mouse Tregs (**Figure 1B**), as previously observed in human Tregs. Of note, the activity of 3x mutein was less than 30% of WT IL-2 by Emax. D20W did not induce significant activity in mouse Tregs, similar to what was observed in human Tregs.

**Figure 1:**
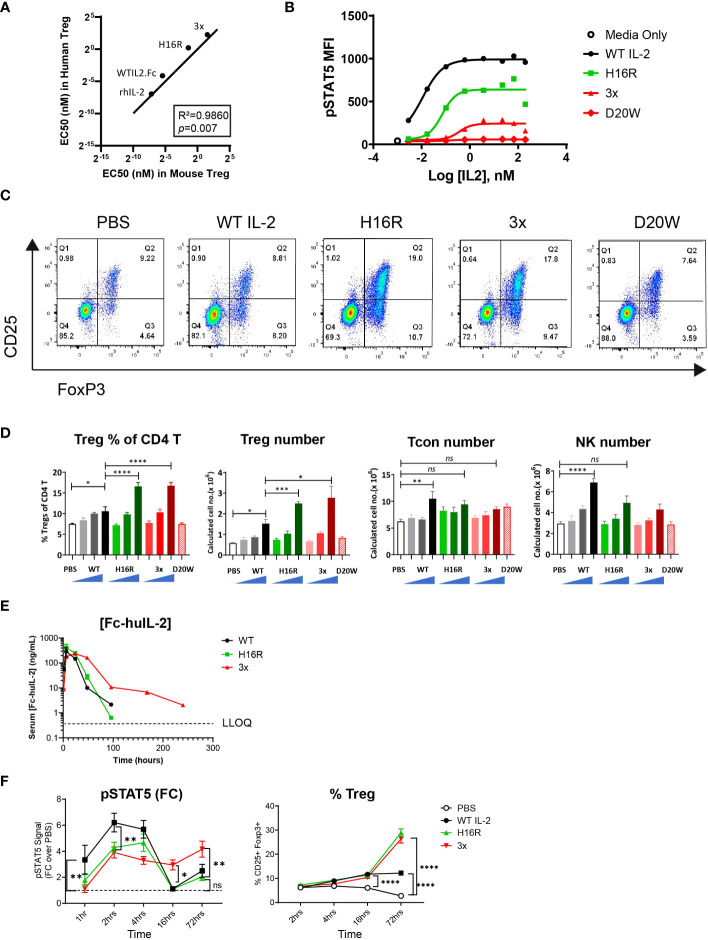
Robust and selective Treg expansion induced by attenuated IL-2 muteins *in vivo*. **(A)** Correlation analysis of the activity of human IL-2 molecules in human versus murine Tregs. The averaged EC50 values were determined in an *in vitro* STAT5 phosphorylation (pSTAT5) assay. The human EC50 values were from our previously published dataset and the mouse EC50 values are summarized in **Table 1**. The line indicates a hypothetical linear correlation with a slope=1. rhIL-2 (recombinant human IL-2), WT IL-2 (WT IL2-Fc fusion), H16R (human IL-2 mutein with H16R substitution), 3x (human IL-2 mutein with D20A, V91K, and M104V substitutions). The *R^2^* and *p* values (determined by two-tailed test) are shown. **(B)** Representative dose response curves for the human IL-2 in murine Tregs in the pSTAT5 assay. The pSTAT5 mean fluorescence intensity (MFI) in Treg population, gated as CD25^+^Foxp3^+^ CD4 T, in total splenocytes is shown against IL-2 concentration. **(C)** *In vivo* activity of human IL-2 in mice as shown by representative FACS plots. Tregs are captured as the CD25^+^ Foxp3^+^ cells amongst CD4 T cells, with percentages shown in each gate. **(D)** Summary of the Treg, Tcon, and NK cell response data. The percentages of Tregs as shown in **(C)** and the calculated total numbers of Treg, Tcon (Foxp3- CD4 T), and NK (CD3- CD49b+) cells from all treatment groups are summarized. D20W was administered at only the highest dose (25 μg). The bars represent the mean of the group and the error bars indicate standard error of mean (SEM). **(E)** Serum concentrations of WT IL-2, H16R, and 3x mutein at indicated time points post dosing. The mean of the group ± SEM (*n=3*) are shown. Concentrations that were below the lower limit of quantification (LLOQ) were omitted. **(F)** pSTAT5 signal as the fold change over control (PBS treated group at each time point) and the percentages of CD25^+^ Foxp3^+^ Tregs in CD4 splenic T cells at various time points post dosing are summarized. The mean of the group ± SEM (*n=5*) are shown. Two-way ANOVA with Tukey’s multiple comparisons test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, *ns*=not significant.

**Table 1:** Summary of the human IL-2 mutein EC50 values in human and mouse Treg cells.

	Average EC50, nM					
	WT IL-2	H16R	D20W	3x	rhuIL2	rmuIL2
Human Treg (published)	0.057	1.168	>10	4.763	0.008	ND
Mouse Treg (n=4)	0.023	0.378	Flat	2.916	0.007	0.005

Average EC50 values (in nM) from our previously published dataset (Ghelani et al., 2020) are shown for the human Tregs, and EC50 values for mouse Tregs were determined from the pSTAT5 assay performed with mouse splenocytes. Tregs were gated as CD25+Foxp3+ CD4 T cells and pSTAT5 MFI was used to generate IL-2 dose response curves. WT IL-2, WT IL-2.Fc; rhuIL2, recombinant human IL-2; rmuIL2, recombinant murine IL-2. D20W generated flat curves in the mouse cell assay so no EC50 values were generated. ND, not determined. Shown are the averaged values from 4 independent experiments.

To characterize the effect of WT and attenuated IL-2 *in vivo*, mice were given a single dose of 1, 5, or 25 μg of WT IL-2, H16R, or 3x mutein. The inactive D20W mutein was given only at the 25 μg dose. On day 4, spleens were harvested and analyzed by flow cytometry. As shown in **Figure 1C**, the percentages of CD25^+^ Foxp3^+^ CD4 T cells representing Tregs increased in mice treated with IL-2, particularly with H16R or 3x IL-2 mutein. Both the percentages of Tregs within the CD4 T cell compartment and total Treg numbers increased in a dose-dependent manner in response to WT IL-2, H16R, and 3x muteins (**Figure 1D**). D20W did not induce significant response. Interestingly, the maximal Treg response generated by WT IL-2 and the muteins did not correspond to the relative rank order of activity in the *in vitro* STAT5 activation assays. Both attenuated muteins robustly increased Treg number and representation to a significantly greater extent compared to that induced by WT IL-2. In contrast to Tregs, other cell types including Tcon (Foxp3^-^ CD4 T) and NK cells showed responses that were commensurate with the *in vitro* activity of these molecules. WT IL-2 significantly increased the total Tcon and NK cell numbers while H16R and 3x did not (**Figure 1D**). The combination of the heightened Treg and reduced non-Treg responses confirmed that attenuated IL-2 muteins increased Treg selectivity *in vivo*. Additionally, and perhaps more surprisingly, we observed that the attenuated muteins demonstrated a disproportionately robust activity on Tregs *in vivo*, incongruent with the level of activity measured *in vitro*. The fact that the 3x mutein, which is a far-attenuated mutein, enhanced Treg expansion as well as WT IL-2 was unexpected.

It has been proposed that attenuated IL-2 selectively enhances Treg response due to the prolonged half-life and reduced binding to non-Tregs *in vivo* (29). We performed a mouse pharmacokinetic (PK) study and measured the serum Fc-IL-2 concentrations at various time points after dosing. We observed that the kinetics of WT and H16R were similar, as their concentrations dropped to undetectable levels beyond 96 hours (**Figure 1E**). In contrast, the serum levels of 3x mutein remained sustained and was detectable up to 240 hours. Compared to the reported half-life of Proleukin [0.74h, (30)], the half-lives of the Fc-fused WT, H16R, and 3x mutein were much longer, at 12.17, 8.43, and 29.3 hours respectively (**Table 2**). Additional PK parameters of Fc-IL-2 were generally consistent with the notion that IL-2 with reduced affinity to the receptor remained in circulation longer, although this effect was much more pronounced for 3x mutein compared to H16R.

**Table 2:** Summary of the mouse *in vivo* PK measurements of Fc-huIL-2.

	WT IL-2	H16R	3x
AUC (ng*Hours/mL)	6219.82	9424.18	12640.89
Cmax (ng/mL)	292	412	237
Cl/F obs(mL/Hours)	4	2.56	1.97
T1/2 (Hours)	12.17	8.43	29.3

Calculated area under the curve (AUC) of the measured serum Fc.IL-2 concentration, the maximal concentration achieved (Cmax), apparent clearance (Cl/F obs)), and half-life (T1/2, time to reach 50% of the Cmax) for WT IL-2, H16R, and 3x mutein were determined in a mouse PK study and summarized. These values were calculated from the mean concentration values as described in the methods section.

We evaluated the *in vivo* pharmacodynamic (PD) activity of IL-2 by measuring the pSTAT5 signal and Treg expansion in splenocytes. Our data showed that the peak of the pSTAT5 signal was seen between 2 and 4 hours for all three IL-2 molecules, with WT IL-2 reaching the highest peak signal intensity compared to H16R or 3x mutein (**Figures 1F**, **S1**). Interestingly, 3x mutein uniquely maintained elevated pSTAT5 signals through much later time points, extending to 16 hours and beyond. The percentages of Tregs also increased over time, with delayed kinetics compared to the pSTAT5 response. The increase was seen as early as 16 hours post IL-2 dosing and further increased at 72 hours, at which point the two attenuated muteins showed greater Treg expansion compared to WT IL-2. These data showed a correlation between 3x mutein’s ability to generate a sustained IL-2 signal and Treg response *in vivo*. However, the PK and PD profiles of WT IL-2 and H16R were similar; thus it is unclear whether the superior activity of H16R in Treg expansion can be explained solely by its PK and PD profile.

### TCR signal is required for IL-2-driven Treg expansion but not activation

Treg responses to IL-2 can be influenced by environmental signals beyond IL-2 availability. These include signals generated by the TCR (8), costimulatory receptors [e.g., CD28 (31), ICOS (32)], tumor necrosis factor receptor (TNFR) superfamily members [e.g., 4-1BB (33), OX40 (34), GITR (35)], cytokines [e.g., IL-33 (36), TGF-β (37)], and hormones such as leptin (38). We hypothesized that weak IL-2 muteins synergized with one or more of these signals *in vivo* to induce robust Treg response, rather than acting solely through STAT5 activation immediately downstream of the IL2R complex. Since TCR signal is an important driver of Treg responses, we focused on evaluating the contribution of TCR signal to the IL2-dependent Treg response. To this end, mice were pretreated with isotype control or MHC II-blocking antibody, followed by administration of a single dose of IL-2 (**Figure 2A**). IL-2 treatment increased the representation and the number of Tregs among CD4 T cells when the mice were pre-treated with the isotype control antibody, similar to the previous studies without any antibody treatment. In contrast, the Treg response was significantly diminished when mice were pretreated with MHC II blocking antibody (**Figure 2B**). By cell number, Treg expansion was greatest with the slightly attenuated mutein H16R, at nearly 8-fold increase over the PBS treated control (**Figure 3C**). The far-attenuated 3x mutein induced a similar Treg expansion response as WT IL-2. MHC II blockade dramatically reduced this response, indicating that the TCR signal is required for IL-2-driven Treg expansion *in vivo*. We also evaluated Treg activation response to IL-2 by assessing the expression of several known activation markers including Ki67, Gitr and Cd25. Both H16R and 3x muteins robustly induced expression of Treg activation markers, and the far-attenuated 3x mutein exerted an even stronger effect than WT IL-2 (**Figure 2D**). Furthermore, and in contrast to the Treg cell number, blocking the TCR signal had little to no effect. Tcons did not upregulate Ki67 or Gitr *in vivo* in response to any of the IL-2 molecules and the MHC II blockade had no impact (**Figure S2**), indicating that IL-2 selectively activated Tregs. These data clearly demonstrated the distinct requirement of TCR signal in IL2-dependent Treg expansion versus activation and suggested that the attenuated muteins could activate Tregs even when the TCR signal was compromised.

**Figure 2:**
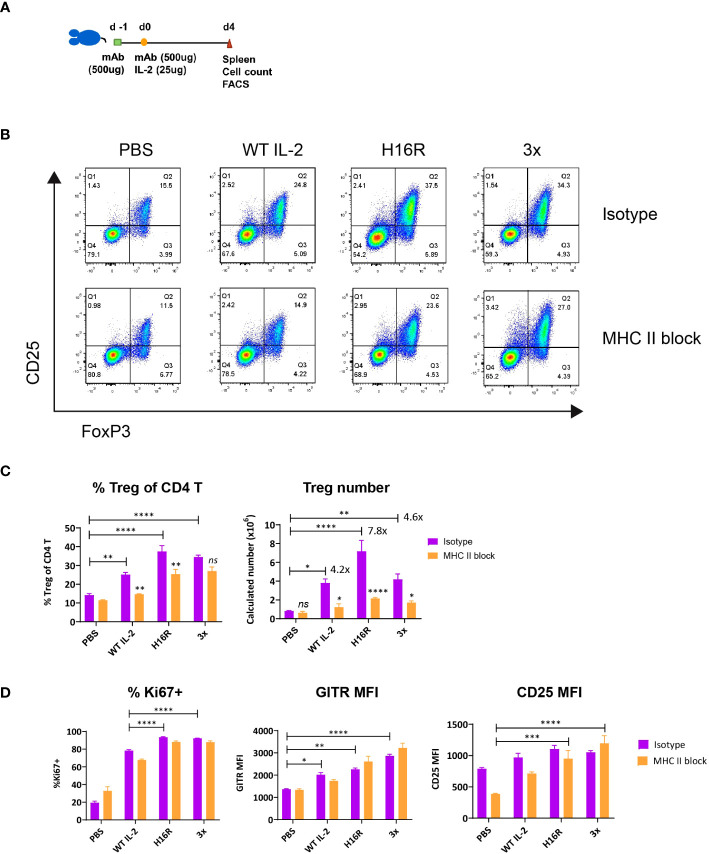
The impact of blocking the TCR signal on IL2-mediated Treg expansion and activation. **(A)** Study design. C57BL/6 mice were treated twice with isotype control or MHC class II blocking antibody (500μg per dose by i.p. injection) on day -1 and d0 and dosed with IL-2 on d0 (25μg by s.c. injection). Spleens were harvested on d4 post IL-2 dosing and analyzed. **(B)** Representative flow profiles show the Foxp3^+^ CD25^+^ CD4 Treg response to IL-2 with (bottom row) or without (top row) the MHC II blockade treatment. **(C)** Treg expansion in response to IL-2 with or without the MHC II blockade *in vivo*. Percentages of Treg in CD4 T as defined in **(B)** and calculated splenic Treg cell number are summarized for the groups treated with PBS, WT IL-2, H16R, or 3x mutein with pre-treatment with isotype (purple bars) or MHC II blocking (orange bars) antibody. The fold increase in Treg cell number, calculated by taking the ratio of Treg number in IL2-treated group over PBS-treated group is indicated for the isotype antibody-treated groups only. **(D)** Treg activation in response to IL-2 with or without the MHC II blockade *in vivo*. Percent Ki67^+^ and GITR MFI of Foxp3^+^ CD25^+^ Tregs and CD25 MFI of Foxp3^+^ CD4 T cells are summarized. **(C, D)** Shown are the mean values for the group (*n*=3) and the error bars indicate the SEM values. Two-way ANOVA with Tukey’s multiple comparisons test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Data are representative of three independent studies.

**Figure 3:**
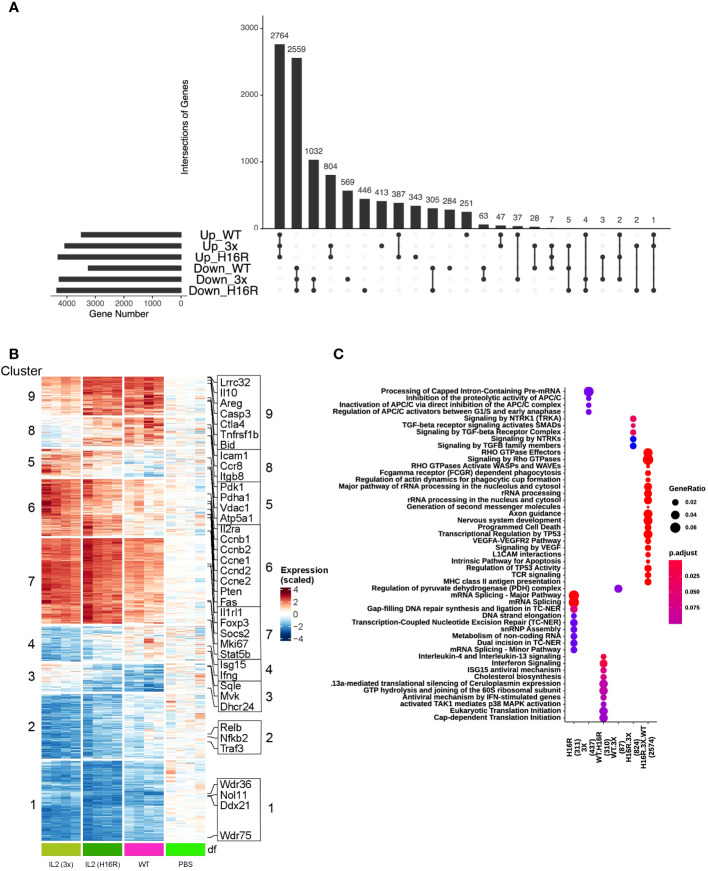
Characterization of Treg transcriptional response to WT IL-2 and attenuated muteins *in vivo*. **(A)** UpSet plot visualizing intersections of significantly up/down-regulated differentially expressed genes (FDR<0.1) in WT vs PBS, H16R vs PBS and 3x vs PBS in the isotype control antibody-treated group. The numbers above the bars indicate the number of intersected genes. The total gene number for each category is shown on the left. **(B)** Heatmap with hierarchical clustering showing expression of all DEGs in **(A)** across treatment conditions. **(C)** Comparison of top representative Reactome pathways among the various groups of DEGs as in **(A)** top middle panel (for all DEGs). Only top 5 significantly enriched Reactome terms (adjusted *p* value<0.25) are shown. The color of dots represents increasing significance of the enriched pathways from blue to red and the size of the dot reflects the GeneRatio (Proportion of DEGs in a specific comparison group that associated with the given Reactome Term). Number of DEGs analyzed in the gene sets are in parentheses.

### Attenuated IL-2 muteins modify the core IL-2 gene signature with biological implications

We sought to further understand how attenuated IL-2 muteins generated strong Treg activation responses *in vivo* by performing transcriptomic analyses. 

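Tregs were purified from the spleens of C57BL/6 mice, an inbred laboratory strain, 4 days after 1 subcutaneous injection of PBS or of 25 µg of WT IL-2, H16R or 3x mutein. The mice also received 2 doses of 500 µg of an antibody that blocks MHC class II, the molecule that presents antigen to CD4 T cells, or of an isotype control antibody. Each of the 8 groups had 4 mice, and each mouse gave 1 RNA-seq library, 32 Treg libraries in all. The authors aligned paired reads of stranded mRNA libraries to the mouse genome B38 (GRCm38) with OSA in Omicsoft Array Suite, and estimated the expected count of each gene, a count that need not be whole, with the Omicsoft version of RSEM. They deposited the expected counts together with FPKM values, which divide the fragments by transcript length and by the reads mapped in the library. Total expected counts ranged from 18.28 to 51.24 M per Treg library, with a median of 40.7 M; the paper's methods state the number of reads sequenced, while the values here use these totals. Depth was lowest in the isotype PBS group, at 18.28 to 34.58 M with a median of 22.36 M, and was 27.5 to 38.38 M with a median of 30.96 M in the MHC II block PBS group. In the isotype arm the totals were 41.0 to 46.15 M (median 44.52 M) with WT IL-2, 32.91 to 48.68 M (median 41.48 M) with H16R and 38.19 to 49.91 M (median 48.3 M) with 3x. In the MHC II block arm they were 31.25 to 51.24 M (median 42.65 M) with WT IL-2, 26.73 to 40.41 M (median 35.06 M) with H16R and 35.46 to 46.57 M (median 43.26 M) with 3x. The expected counts were rounded to whole numbers, scaled for library size and composition with edgeR's TMM method, and fitted in 1 negative binomial model of the 8 groups, so that all 32 libraries share the estimate of the spread between mice. Following the paper's methods, genes with CPM (counts scaled to library size) above 0.5 in fewer than 4 libraries and genes that do not code for protein were left out. Of the genes that passed the CPM filter, 70 had an empty cell in isotype PBS replicate 4 and were also left out, and 12391 genes were tested. A gene was counted as a DEG at an adjusted p under 0.1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with no fold change threshold; the paper used DESeq2 at the same threshold. Standard errors of log2 fold changes come from the same model, and expression is given as CPM, the mean ± SD over 4 mice unless stated otherwise. The sample labels give the same mouse number to 2 isotype WT IL-2 libraries, which are called replicates 3a and 3b here and were treated as different mice. No 2 libraries of the same group were copies of each other, as the chi-square per gene between them was at least 4.6, where sampling noise alone gives about 1; libraries of different groups were not compared in this way.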

Applying the same study design to treat animals with isotype control or MHC II blocking antibody followed by IL-2 (**Figure 2A**), purified Tregs on day 4 were analyzed by bulk RNA-seq analysis. 

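Tcons, the CD4 T cells left after selection of CD25-positive cells, were sequenced from 2 mice of each of the 8 groups, 16 libraries in all. The Tregs of the same 16 mice were sequenced as well. Total expected counts of the Tcon libraries ranged from 31.31 to 51.95 M with a median of 38.24 M, and their values were made in the same way as those of the Tregs. Tregs and Tcons were compared over these 16 mice with the mouse as a block, so that each Treg library was set against the Tcon library of its own mouse, and 12846 genes passed the filters.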

We also included Tcons (CD25- CD4 T cells) from two of the four mice from each treatment group as comparison. Principal component analysis (PCA) revealed a clear separation between the Treg and Tcon samples, confirming successful cell purification and expected distinct transcriptional programs of Tregs and Tcons (**Figure S3**). 

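Log2 CPM values of 12909 genes in all 48 libraries, computed with a prior count of 2, were used. The first principal component held 58% of the variance and the second held 11.8%. The centers of the 32 Treg and the 16 Tcon libraries lay 102.5 units apart in the plane of these 2 components. On the first component, Tcon libraries lay between 46.8 and 100.2, and Treg libraries between −63.2 and 28.7. The Treg library nearest to the Tcons was MHC II block WT IL-2 replicate 1, at 28.7, and the next was isotype PBS replicate 1, at −3.0. With DESeq2's variance stabilizing transformation, which the paper used, the shares of variance were 55.6% and 17.9%. In the comparison paired by mouse, 9743 of the 12846 genes were DEGs (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 4904 were higher and 4839 lower in Tregs. Fits with 1 mouse per group gave 8230 and 7714 DEGs. Foxp3 (chromosome X, 7573644 to 7595245 of GRCm38) was higher in Tregs by a log2 fold change of 3.48 (standard error 0.09, adjusted p = 5.94e-16 from the same test), and Il2ra (chromosome 2, 11642807 to 11693193) by 3.60 (standard error 0.14, adjusted p = 1.52e-13).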

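Log2 CPM values of the 12391 tested genes in the 32 Treg libraries gave a first principal component with 39.9% of the variance and a second with 22.1%. Along the first component, isotype PBS libraries lay between −49.6 and −35.1, isotype WT IL-2 libraries between −0.4 and 6.1, isotype H16R libraries between 20.6 and 39.0, and isotype 3x libraries between 22.4 and 35.1. In the plane of both components, the center of the isotype PBS group lay 44.4 units from that of WT IL-2, 69.1 from that of H16R and 72.7 from that of 3x. These distances were 4.84, 7.04 and 8.42 times the mean distance of the libraries to the center of their own group. Over the 500 most variable genes in place of all genes, the ratio fell to 3.58 for WT IL-2 and 7.0 for 3x. In the MHC II block arm, the distances from PBS were 35.1, 61.5 and 74.1 units for WT IL-2, H16R and 3x, or 2.45, 7.01 and 9.73 times the mean distance to the own center. The ratios for H16R and 3x in that arm were 10.37 and 12.34 after variance stabilization, 9.92 and 12.25 on log2(FPKM + 1), and 4.92 and 7.64 over the 500 most variable genes. The MHC II block WT IL-2 libraries were the most spread: replicate 1 lay at −48.5 on the first component and 56.9 on the second, and the other 3 lay between −29.3 and −16.5 and between −0.2 and 21.4.

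**Figure D1:**
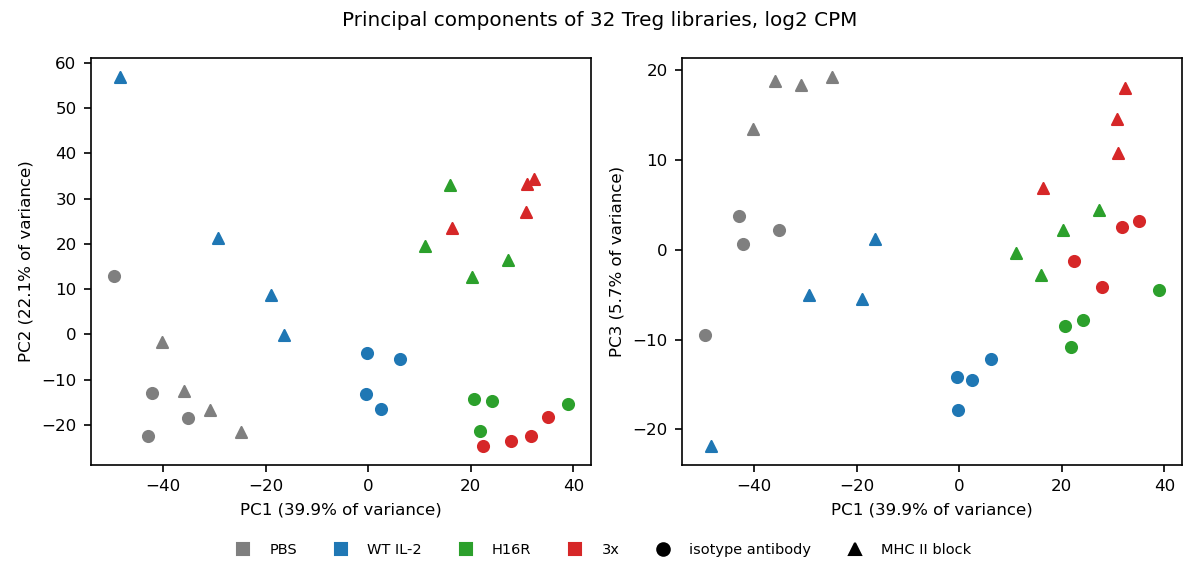
Scores of the 32 Treg libraries on the first (x axis, 39.9% of the variance) and second (y axis, 22.1%) principal components of log2 CPM. Each point is 1 mouse, colored by treatment and shaped by antibody; isotype PBS libraries lie between −49.6 and −35.1 on the x axis and isotype 3x libraries between 22.4 and 35.1.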

PCA of Treg samples revealed that the maximum variation was driven by treatment conditions; all IL-2 treatment conditions were clearly separated from PBS control, with the two IL-2 muteins further clustering apart from the WT IL-2 treatment. We observed further data separation based on antibody treatment (isotype versus MHC II blocking), particularly amongst samples treated with IL-2 (WT and the two muteins). 

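The centers of the isotype and MHC II block groups lay 43.7 units apart with WT IL-2, 37.6 with H16R and 51.8 with 3x, which is 3.3, 4.55 and 8.73 times the mean distance of the libraries to the center of their own group. On the second principal component, isotype libraries from IL-2-treated mice lay between −24.7 and −4.0, MHC II block H16R libraries between 12.7 and 33.1 and MHC II block 3x libraries between 23.4 and 34.3. With WT IL-2, 4153 of 12391 genes differed between MHC II blockade and isotype (2254 higher and 1899 lower), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With H16R, 3800 genes differed (1914 higher and 1886 lower), and with 3x, 6705 genes (3368 higher and 3337 lower). Without MHC II block H16R replicate 3, the count for H16R fell to 2492 genes. Scaling by total counts alone, without TMM, moved the split to 2422 higher and 1261 lower for H16R and to 4022 higher and 2642 lower for 3x. A threshold of 1 on the absolute log2 fold change moved the counts most, to 668, 401 and 657 genes. Against PBS within the MHC II block arm, WT IL-2 changed 4419 genes (2717 up and 1702 down, or 2065 up and 2630 down by total counts alone), H16R 8242 (4051 up and 4191 down) and 3x 9041 (4297 up and 4744 down).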

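Between MHC II blockade and isotype in mice given PBS, the group centers lay 9.9 units apart in the plane of the first 2 principal components of the 32 Treg libraries, 0.96 times the mean distance of the libraries to the center of their own group. The third component, with 5.7% of the variance, held MHC II block PBS libraries between 13.5 and 19.3 and isotype PBS libraries between −9.5 and 3.8. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1752 of 12391 genes differed between the 2 PBS groups, 745 higher and 1007 lower with MHC II blockade, or 1001 higher and 779 lower by total counts alone. The count was 1164 without MHC II block PBS replicate 1 and 1106 without replicate 2, and 199 genes passed an absolute log2 fold change of 1. It was 781 with only these 2 groups in the fit and 266 with the replicate number as a block. The genes with the largest rise were Car1 (chromosome 3, 14766216 to 14808368 of GRCm38; log2 fold change 3.03, adjusted p = 0.000115 by the same test), Ifit3b (2.16), Ifit1 (1.83), Ifit3 (1.82) and Nos1 (1.28, adjusted p = 0.00484). Ifit3 and Ifit3b are near-identical paralogs whose reads the authors' counting could have split. Nos1 was not called by limma on log2(FPKM + 1) (adjusted p = 0.229). Scd1, Pax5, Lyz2 and Siglecg were among the genes with the largest falls, with log2 fold changes from −2.80 to −1.77, and all 4 lost their call without isotype PBS replicate 1. Without that library, Scd1 changed by −1.22 (adjusted p = 0.285 from the same test), Pax5 by −0.98, Lyz2 by −0.82 and Siglecg by −0.76. Limma also did not call Pax5, Lyz2 or Siglecg, with adjusted p from 0.101 to 0.184. Of 17 TCR response genes, 10 were lower and 1 was higher with MHC II blockade in PBS mice, with a median log2 fold change of −0.42. Handling stress genes were lower as well, so a difference in how the 2 groups were processed is not excluded.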

The PBS-treated samples showed no separation based on antibody treatment, suggesting that blocking TCR signal by itself had little impact in the absence of IL-2 treatment within the short timeframe (4 days) of this study. Taken together, these data suggest a prominent change in gene expression following treatment with IL-2, with impact from the TCR blockade, particularly in the IL2-treated samples.

We analyzed the transcriptional response induced by WT IL-2, H16R and 3x mutein in the isotype antibody-treated group and performed differential gene expression analysis comparing the changes observed under IL-2 treatment versus baseline (PBS treatment). 

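WT IL-2 changed the expression of 6469 of 12391 genes against PBS (3229 up and 3240 down), H16R changed 7953 (3886 up and 4067 down) and 3x changed 7887 (3881 up and 4006 down), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Across the 32 fits that each left out 1 library, the counts ranged from 5831 to 6672 for WT IL-2, from 7349 to 8052 for H16R and from 7338 to 7938 for 3x. A threshold of 1 on the absolute log2 fold change moved the counts most, to 694, 1274 and 1389 genes. By total counts alone, without TMM, the splits of all 3 molecules moved toward falls. WT IL-2 raised 2765 genes and lowered 3788, H16R raised 3074 and lowered 4920, and 3x raised 3098 and lowered 4762. When every Treg library was thinned at random to the total of the smallest, an alternative chosen after seeing the data, the counts were 5895, 7486 and 7354.

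**Figure D2:**
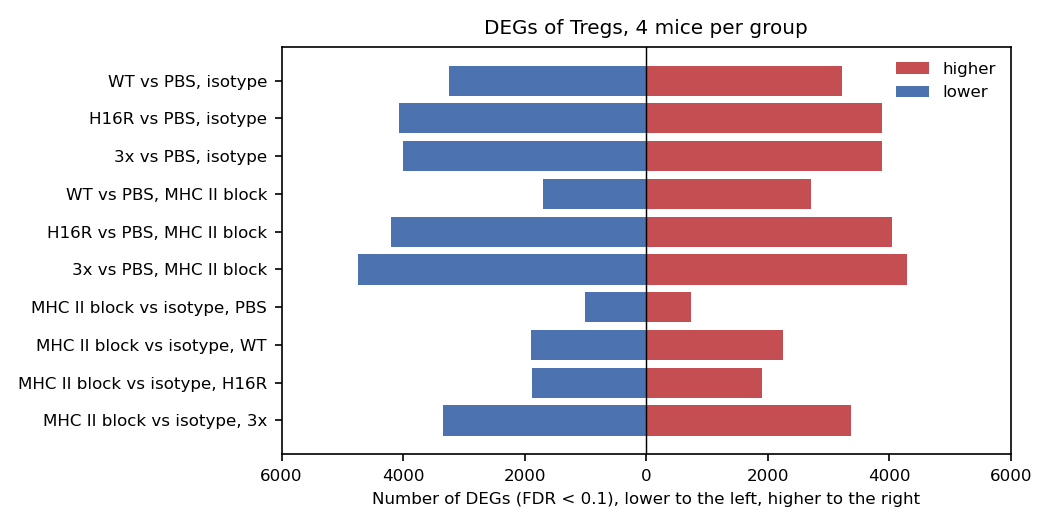
Number of genes with an adjusted p under 0.1 in Tregs (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) for each comparison, with genes that rose drawn to the right of 0 and genes that fell to the left (x axis). In the isotype arm WT IL-2 raised 3229 genes and lowered 3240.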

We set low cutoff thresholds (FDR<0.1, no fold change cutoff) to broadly capture all changes that may be of significance in the biological context. Comparison of the differentially expressed genes (DEGs) across different treatment groups was visualized by the UpSet plot (**Figure 3A**), which showed that IL-2 treatment led to both increased and decreased gene expression. 

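In the isotype arm, 4723 genes rose with at least 1 of the 3 IL-2 molecules against PBS and 4955 fell with at least 1. With a threshold of 1 on the absolute log2 fold change, 451 genes rose and 1210 fell with at least 1 molecule.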

At an FDR < 0.1, we observed a total of 10356 differentially expressed genes (DEGs) between any IL-2 treatment versus PBS. 

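By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 9577 of the 12391 tested genes differed from PBS with at least 1 IL-2 molecule at an adjusted p under 0.1. Requiring an absolute log2 fold change of at least 1, the alternative that moved this count most, left 1660 genes. In the authors' deposited table of comparisons, 14575 genes are listed and 10356 differ at the same threshold with at least 1 molecule; 1776 of the listed genes are not protein-coding by that table's own annotation.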

The majority (52% or 5342 genes) of the DEGs overlap across all treatments, with 48% (2559 out of 5347 genes) in downregulated and 54% (2764 out of 5098 genes) in upregulated DEGs. However, we also observed significant changes linked only to the IL-2 mutein treatments, indicating a potentially unique transcriptional response associated with attenuated IL-2 muteins.

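All 3 IL-2 molecules changed 5131 genes, 53.6% of the 9577 DEGs. Of these, 2586 rose with all 3 (54.8% of the 4723 genes that rose with any), 2530 fell with all 3 (51.1% of the 4955 that fell with any) and 15 changed in different directions. The 3 comparisons share their 4 PBS libraries, which makes them alike even without an effect. All groups of the arm were therefore simulated 20 times from the mean of these libraries, with no effect and each gene drawn independently. No gene was shared by all 3 simulated comparisons in either direction, but groups with no effect give few calls, so this 0 does not test the overlap. A deviation of the PBS libraries common to many genes was not simulated, and its part in the overlap stays open. The share of genes with 1 sign in all 3 comparisons was 79.1%, against a mean of 51.9% and a highest value of 52.9% in the simulations, and the mean correlation of log2 fold changes across genes was 0.89 against 0.56 and at most 0.61. With a threshold of 1 on the absolute log2 fold change, 548 genes were shared by all 3.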

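Both muteins, and not WT IL-2, changed 1566 genes against PBS (692 up and 870 down with both, and the rest in different directions), 16.4% of the DEGs. A gene past the threshold with the muteins only need not differ between muteins and WT IL-2, so the groups were also compared directly. Of the 1566 genes, 1013 differed from WT IL-2 with at least 1 mutein and 505 with both, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over all genes, 2308 differed between H16R and WT IL-2 in the isotype arm (1098 higher and 1210 lower with H16R) and 4294 between 3x and WT IL-2 (2096 higher and 2198 lower with 3x). By total counts alone, the split was 685 higher and 1601 lower for H16R and 1637 higher and 2553 lower for 3x. The count for H16R fell to 908 without isotype H16R replicate 3 and to 1515 without isotype WT IL-2 replicate 2. From changes linked only to the mutein treatments, the paper proposes that the attenuated muteins have a transcriptional response of their own.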

To map out the gene response patterns across treatments, we subjected the set of DEGs identified in **Figure 3A** to unbiased hierarchical clustering. We identified a total 9 different clusters as indicated in a heatmap in **Figure 3B**. Clusters 1 and 2 captured genes that were largely downregulated by all IL-2 treatments, with the attenuated muteins inducing a greater degree of downregulation compared to WT IL-2. 

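Among the 2899 genes that fell against PBS with both WT IL-2 and H16R, 658 were lower with H16R than with WT IL-2 in the direct comparison and 20 were higher, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among the 2585 genes that fell with both WT IL-2 and 3x, 674 were lower with 3x and 92 were higher, and the remaining genes did not pass the threshold in the direct comparison. B cell markers fell in the same order, from 14900 CPM with PBS to 8140, 4930 and 2170 CPM with WT IL-2, H16R and 3x. How many of the shared genes come from B lineage cells in the libraries, and not from Tregs, was not counted. The direct comparison of H16R with WT IL-2 depended on single libraries and on the scaling: it called 2308 genes over all genes (1098 higher and 1210 lower with H16R), 908 without isotype H16R replicate 3, and 685 higher and 1601 lower by total counts; how many of the shared genes these include was not counted.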

Clusters 5 - 9 captured genes that were largely upregulated across all IL-2 treatments. Clusters 8 and 9 showed a pattern that correlated with the *in vitro* activity of the three IL-2 molecules, i.e., ranking in the order of WT>H16R>3x by pSTAT5 response, while clusters 6 and 7 showed an opposite trend. 

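Genes raised by WT IL-2 and by a mutein went both ways in the direct comparison of the molecules. Of 2642 genes that rose with both WT IL-2 and 3x, 798 were higher with 3x and 204 were higher with WT IL-2, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 2934 genes that rose with both WT IL-2 and H16R, 654 were higher with H16R and 55 were higher with WT IL-2. These 2 counts rest on a comparison that called 2308 genes over all genes, of which 1098 were higher with H16R, but 908 without isotype H16R replicate 3, and by total counts 685 were higher and 1601 lower with H16R.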

Clusters 3 - 5 captured small numbers of genes that appeared to show conflicting trends amongst the different IL-2 species.

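Among the 9577 DEGs of the isotype arm, 101 rose with 1 IL-2 molecule and fell with another, each past an adjusted p of 0.1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.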

Surveying for a few exemplary genes that are commonly identified as IL-2 response genes in Tregs showed that they were scattered across different clusters (**Figure S4** and **Supplementary data file S1**). 

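In Tregs of isotype-treated mice given PBS, WT IL-2, H16R and 3x, Lrrc32 (chromosome 7, 98489283 to 98502181 of GRCm38) was expressed at 303 ± 15.2, 580.4 ± 11.3, 593.5 ± 22.4 and 497 ± 18.6 CPM (SD, n = 4). Il10 (chromosome 1, 131019845 to 131024974) was at 36.0 ± 4.8, 158 ± 37.5, 182 ± 29.3 and 122 ± 18.6 CPM in the same order. Ctla4 was at 1013 ± 156, 1459 ± 148, 1322 ± 45.3 and 1230 ± 47.3 CPM, and Areg at 29.9 ± 2.62, 90.0 ± 12.3, 65.3 ± 4.51 and 52.3 ± 3.72 CPM. Each of the 4 genes rose with each molecule against PBS; for WT IL-2 the log2 fold changes were 0.94, 2.14, 0.53 and 1.59, with adjusted p of at most 7.09e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between 3x and WT IL-2, Areg differed by a log2 fold change of −0.78 (standard error 0.11, adjusted p = 9.32e-06) from the same test and Lrrc32 by −0.22 (standard error 0.06, adjusted p = 0.00757). Il10 differed by −0.37 (adjusted p = 0.0451) and Ctla4 by −0.25 (adjusted p = 0.0573) in the same test. Both calls rested on single libraries: without isotype WT IL-2 replicate 3a Il10 differed by −0.23 (adjusted p = 0.241 from the same test), and without replicate 2 Ctla4 differed by −0.18 (adjusted p = 0.218). Between H16R and WT IL-2, Areg was lower, by −0.46 (adjusted p = 0.007), while Lrrc32 (0.03, adjusted p = 0.796), Il10 (0.20, adjusted p = 0.361) and Ctla4 (−0.14, adjusted p = 0.363) did not differ in the same test.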

We found many genes canonically associated with Treg function including *Lrrc*32 (*Garp*), *Il10*, *Ctla4*, and Amphiregulin (*Areg*) in cluster 9, and these genes showed a stronger response to WT and H16R than to 3x. *Il2Rra* (*Cd25*) was found in cluster 6 along with many genes involved in cell cycle regulation (e.g., *Ccnb1*, *Ccnb2*, *Ccnd2*), and these genes were induced to a greater extent by H16R and 3x mutein than WT IL-2. 

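Il2ra was expressed at 364 ± 16.0 CPM with PBS, 431 ± 22.3 with WT IL-2, 494 ± 43.4 with H16R and 639 ± 89.9 with 3x (SD, n = 4). Against WT IL-2 it was higher with 3x by a log2 fold change of 0.57 (standard error 0.09, adjusted p = 6.13e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the difference with H16R, 0.20 (standard error 0.09, adjusted p = 0.175) from the same test, did not pass the threshold. The rise with WT IL-2 against PBS was 0.24 (adjusted p = 0.0358) in the same test; it was 0.21 (adjusted p = 0.101) without isotype WT IL-2 replicate 3b and 0.16 (adjusted p = 0.186) by limma on log2(FPKM + 1). Ccnb1 was at 10.7 ± 1.31, 16.7 ± 4.05, 18.1 ± 3.13 and 27.5 ± 5.78 CPM in the same order, and 3x exceeded WT IL-2 by 0.72 (adjusted p = 0.00115) in the same test, while H16R did not (0.12, adjusted p = 0.693). Ccnb2 gave 0.88 (adjusted p = 0.000422) for 3x and 0.16 (adjusted p = 0.608) for H16R against WT IL-2 in the same test. Ccnd2 was at 288 ± 22.2 CPM with PBS and 369 ± 44.0 with 3x, and rose against PBS with 3x only, by 0.36 (adjusted p = 3.6e-05) in the same test. With WT IL-2 and H16R its changes against PBS were 0.05 (adjusted p = 0.535) and 0.05 (adjusted p = 0.546) in the same test, and by total counts alone the change with H16R was −0.02.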

The fact that cell cycle regulators were expressed highly by the attenuated muteins was consistent with the greater expansion of Tregs associated with the muteins. 

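A list of 15 cell cycle genes, fixed before the data were examined, was tested as a set with camera, which compares the list with all other genes at a preset correlation of 0.01 between genes. In the isotype arm all 15 genes rose with 3x against PBS and 14 of 15 rose with WT IL-2 and with H16R; adjusted over the list alone, the counts were 15, 14 and 14. The median log2 fold change was 0.51 with WT IL-2, 0.58 with H16R and 1.15 with 3x, and the adjusted camera p over 27 lists, by Benjamini-Hochberg adjustment, was 0.00211, 0.00377 and 4.47e-10. Compared with WT IL-2, 3x raised all 15 genes (median 0.70, adjusted p = 8.91e-11 by camera), and H16R raised none past the threshold (median 0.09, adjusted p = 0.238 by camera). With the correlation estimated from the data, none of these calls held: the adjusted p for 3x against WT IL-2 was 0.113, whereas fry, a rotation test, gave 0.000197. The paper reasons from the high expression of cell cycle regulators with the muteins that transcript levels go together with the greater Treg expansion it measured.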

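In isotype-treated mice given PBS, WT IL-2, H16R and 3x, Mki67 was expressed at 144 ± 13.7, 243 ± 47.8, 275 ± 30.7 and 398 ± 81.1 CPM (SD, n = 4). Its log2 fold changes against PBS were 0.76, 0.93 and 1.47, with adjusted p of at most 5.25e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Il1rl1 rose from 23.2 ± 4.59 to 82.0 ± 7.95, 125.5 ± 10.9 and 143 ± 12.3 CPM, log2 fold changes of 1.84, 2.45 and 2.64. Foxp3 rose from 740.5 ± 36.3 to 996 ± 24.4, 1156 ± 55.9 and 1133 ± 21.4 CPM, and Socs2 rose by 0.88, 1.29 and 1.63. Stat5b changed least, by 0.08 (adjusted p = 0.0945), 0.20 (adjusted p = 0.000151) and 0.09 (adjusted p = 0.0679) in the same test. Without isotype PBS replicate 1, Stat5b was not called with WT IL-2 (0.05, adjusted p = 0.319 from the same test) or 3x (0.06, adjusted p = 0.264). By total counts alone its changes with WT IL-2 and 3x were 0.05 (adjusted p = 0.328 from the same test) and 0.03 (adjusted p = 0.552).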

Others such as *Ki67*, *Il1rl1* (*St2*), *Foxp3*, *Socs2*, and *Stat5b*, that are known to contribute to IL-2 and/or Treg response pathways were found to be elevated by all three IL-2 species in cluster 7. Thus, attenuated IL-2 muteins can generate a canonical IL-2 activation response in Tregs, although with some differences compared to the WT IL-2 response.

To better understand the differences between WT IL-2 and mutein-generated responses in Tregs, we performed enriched pathway analysis based on Reactome 2016 (25), which suggested that individual clusters were associated with multiple pathways with overlapping biological implications (**Figure S4**). IL-2 treatment prominently increased expression of genes (**Figure S4**) that broadly regulate immune responses including some key Treg-associated genes as mentioned above (cluster 9), genes in the chemokine and cell adhesion receptor pathway (cluster 8, *Ccr8*, *Icam1*, *Itgb8*), and metabolic pathways such as pyruvate dehydrogenase complex (cluster 5, *Pdk1*, *Pdha1*, *Atp5a1*, *Vdac1*), consistent with the known role of IL-2 in Treg activation, migration, and metabolic reprogramming. 

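Ccr8 rose against PBS by a log2 fold change of 0.89 (standard error 0.11, adjusted p = 3.5e-07) with WT IL-2 and 0.40 (standard error 0.11, adjusted p = 0.0032) with H16R, and did not change with 3x (0.03, standard error 0.11, adjusted p = 0.849), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The change with 3x was −0.03 by total counts alone and also −0.03 without isotype PBS replicate 2. Icam1 rose with WT IL-2 by 0.31 (adjusted p = 0.000236) in the same test, and with H16R by 0.15 (adjusted p = 0.0498), which was not called without isotype H16R replicate 3 (0.12, adjusted p = 0.139) or by total counts alone (0.08, adjusted p = 0.275). With 3x, Icam1 changed by −0.14 (adjusted p = 0.0612) in the same test, a call lost in 7 of 32 fits that each left out 1 library, with adjusted p of up to 0.152 (without isotype 3x replicate 2). Itgb8 rose with WT IL-2 by 0.45 (adjusted p = 0.0103) in the same test and did not change with H16R (0.04) or 3x (−0.07); without isotype PBS replicate 1 the value for H16R was −0.05, without isotype PBS replicate 4 the value for 3x was 0.06, and by total counts alone the value for H16R was −0.03. Pdk1 changed by −0.21 (adjusted p = 0.0133) with WT IL-2, 0.10 (adjusted p = 0.211) with H16R and 0.18 (adjusted p = 0.0256) with 3x in the same test. Without isotype PBS replicate 4 its fall with WT IL-2 was −0.13 (adjusted p = 0.116 from the same test), and its rise with 3x was 0.13 (adjusted p = 0.123) without isotype PBS replicate 1 and 0.12 (adjusted p = 0.141) by total counts alone. Pdha1 changed by −0.16 (adjusted p = 0.011), 0.02 (adjusted p = 0.697) and 0.20 (adjusted p = 0.00124) in the same test; with H16R it was −0.04 by total counts alone and −0.01 without isotype PBS replicate 1. Atp5a1 rose with 3x by 0.12 (adjusted p = 0.0176) in the same test, or by 0.06 (adjusted p = 0.209) by total counts alone, and changed by −0.01 with WT IL-2 and 0.03 with H16R, values that crossed 0 to 0.02 without isotype PBS replicate 1 and −0.01 without isotype H16R replicate 3. Vdac1 rose with 3x by 0.13 (adjusted p = 0.0421) in the same test and was not called without isotype PBS replicate 4 (0.10, adjusted p = 0.129) or by total counts alone (0.07, adjusted p = 0.269). Its changes with WT IL-2 and H16R were −0.03 and −0.01, and the latter was 0.02 without isotype PBS replicate 1.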

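In the isotype arm, Cdc42 rose against PBS by log2 fold changes of 0.35 with WT IL-2, 0.50 with H16R and 0.58 with 3x, and Nck2 by 0.52, 0.87 and 0.86, with adjusted p of at most 1.56e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Pak2 rose by 0.17 (adjusted p = 0.00877), 0.35 and 0.38, and Nck1 by 0.25, 0.40 and 0.33 in the same test. Compared with WT IL-2, Nck2 was higher with H16R by 0.36 (standard error 0.05, adjusted p = 0.000168) and with 3x by 0.34 (standard error 0.05, adjusted p = 3.86e-05) in the same test. Pak2 was higher by 0.18 (adjusted p = 0.0176) and 0.21 (adjusted p = 0.00247) in the same test, and Cdc42 was higher with 3x by 0.22 (adjusted p = 0.00116). With H16R, Cdc42 (0.14, adjusted p = 0.0531) and Nck1 (0.16, adjusted p = 0.0357) were higher than with WT IL-2 in the same test, but not without isotype H16R replicate 3 (0.11, adjusted p = 0.236, and 0.13, adjusted p = 0.164) or by total counts alone (adjusted p = 0.156 and 0.113). Nck1 did not differ between 3x and WT IL-2 (0.09, adjusted p = 0.195 in the same test).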

The attenuated IL-2 muteins enhanced cell cycle (cluster 6) and axon guidance/Rho GTPase pathway (cluster 7, *Cdc42*, *Pak2*, *Nck1*, *Nck2*) responses, consistent with the robust Treg responses observed in mice treated with H16R or 3x mutein. Pathways involved in cholesterol biosynthesis (cluster 3, *Mvk*, *Dhcr24*, *Sqle*), TNFRSF-mediated non-canonical NF-kB pathway (cluster 2, *Nfkb2*, *Relb*, *Traf3*), and ribosomal RNA (rRNA) modification pathway (cluster 1, *Ddx21*, *Nol11*, *Wdr36*, *Wdr75*) were repressed in response to IL-2. 

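Against PBS in the isotype arm, Mvk fell with WT IL-2 by −0.37 (standard error 0.13, adjusted p = 0.0191) and Sqle by −0.42 (standard error 0.12, adjusted p = 0.00599), log2 fold changes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With H16R the changes were −0.27 (adjusted p = 0.0692) and −0.33 (adjusted p = 0.0194) in the same test; Mvk was not called without isotype PBS replicate 2 (−0.21, adjusted p = 0.21). With 3x they were −0.05 (adjusted p = 0.754) and 0.17 (adjusted p = 0.214) in the same test; Mvk was 0.02 without isotype PBS replicate 2. Nfkb2 changed by −0.13 (adjusted p = 0.176) with WT IL-2, −0.47 (adjusted p = 1.07e-05) with H16R and −0.59 (adjusted p = 3.83e-07) with 3x in the same test; with WT IL-2 it was called by total counts alone (−0.16, adjusted p = 0.0811). Relb changed by −0.11 (adjusted p = 0.293), −0.45 (adjusted p = 2.21e-05) and −0.65 (adjusted p = 1.16e-07), and Traf3 by −0.18 (adjusted p = 0.0142), −0.31 (adjusted p = 5.76e-05) and −0.29 (adjusted p = 0.000162) in the same test. Ddx21, Nol11 and Wdr75 fell with each molecule, by log2 fold changes from −0.55 (Wdr75, H16R) to −0.13 (Ddx21, 3x), with adjusted p of at most 0.00639 in the same test. Wdr36 fell with WT IL-2 by −0.20 (adjusted p = 0.000169) and H16R by −0.23 (adjusted p = 1.57e-05), but not with 3x (−0.07, adjusted p = 0.144) in the same test; by total counts alone its fall with 3x was called (−0.12, adjusted p = 0.012).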

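In isotype-treated mice given PBS, WT IL-2, H16R and 3x, Isg15 (chromosome 4, 156199424 to 156200818 of GRCm38) was expressed at 32.7 ± 6.83, 35.9 ± 3.4, 26.8 ± 1.36 and 22.9 ± 1.95 CPM (SD, n = 4). Against WT IL-2 it was lower, by −0.42 (standard error 0.1, adjusted p = 0.007) with H16R and −0.65 (standard error 0.1, adjusted p = 2.69e-05) with 3x, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Against PBS its changes were 0.13 (adjusted p = 0.319), −0.29 (adjusted p = 0.0154) and −0.52 (adjusted p = 8.67e-05) in the same test; the fall with H16R was −0.20 (adjusted p = 0.105) without isotype PBS replicate 3. Ifit1 was at 48.0 ± 9.08, 57.5 ± 1.56, 35.0 ± 2.54 and 34.8 ± 5.33 CPM, lower than with WT IL-2 by −0.71 (adjusted p = 0.00289) with H16R and −0.72 (adjusted p = 0.000726) with 3x in the same test. Irf7 differed from PBS with 3x only (−0.28, adjusted p = 0.0112 in the same test), its change with H16R was −0.01 (0.04 without isotype PBS replicate 1), and it did not differ between the muteins and WT IL-2 (0.13, adjusted p = 0.361 and −0.13, adjusted p = 0.305). In a list of 15 interferon response genes, 10 were lower with 3x than with WT IL-2 (median −0.44, camera p = 1.38e-05, Benjamini-Hochberg adjusted over 27 lists, and 0.164 with the correlation estimated from the data), and H16R did not differ (adjusted camera p = 0.209). In a list of 17 cholesterol biosynthesis genes, 13 were higher with 3x than with WT IL-2 (median 0.36, adjusted camera p = 1.36e-07, or 0.118 with the correlation estimated), and H16R did not differ (adjusted camera p = 0.544). Sqle was higher with 3x than with WT IL-2 by 0.59 (adjusted p = 0.000446) in the same edgeR test, and Mvk by 0.32 (adjusted p = 0.0563), or 0.25 (adjusted p = 0.196) without isotype 3x replicate 4. With H16R, neither gene differed from WT IL-2, with adjusted p of at least 0.669 in the same edgeR test; the value of Sqle, 0.08, was −0.02 without isotype H16R replicate 3.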

Subtle differences between WT IL-2 and attenuated muteins were captured in cluster 4 which included several interferon signaling pathway genes (e.g., *Irf7*, *Isg15*, *Ifit1*), with greater degree of repression associated with the muteins, and an opposite trend in cluster 3 (the cholesterol biosynthesis pathway) where WT IL-2 led to a greater degree of repression.

Shared gene responses amongst the different IL-2 molecules are summarized in a dot plot in **Figure 3C**. Genes regulated by all three IL-2 molecules (2574 genes) are associated with RHO GTPases, phagocytosis, programmed cell death, and TCR signaling pathways, which point to fundamental effects of IL-2 on Tregs. Altered genes shared by WT and H16R (310 genes) are enriched for interferon signaling and cholesterol biosynthesis, while WT and 3x mutein shared only a small number of genes (87 genes) associated with pyruvate metabolism. 

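WT IL-2 and H16R, and not 3x, changed 712 genes against PBS in the isotype arm (346 up and 365 down, and 1 in different directions), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. WT IL-2 and 3x, and not H16R, changed 192 genes, of which 56 rose and 55 fell with both and the rest changed in different directions. WT IL-2 alone changed 434 genes. A threshold of 1 on the absolute log2 fold change moved these counts most, to 91 genes for WT IL-2 with H16R and 12 for WT IL-2 with 3x.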

Genes uniquely altered by both muteins (824 genes) are enriched for TGF-beta and NTRK signaling, providing additional insights into how IL-2 muteins may enhance Treg function, considering the role of TGF-beta signaling in promoting Treg function and peripheral Treg cell differentiation. This strengthens the notion that IL-2 (or specifically, the attenuated muteins) enforces Treg function and phenotype by feed-forward mechanisms. Furthermore, 3x mutein uniquely regulated genes (437 genes) highlighting additional cell cycle-related pathways, whereas H16R uniquely regulated genes (311 genes) involved in mRNA processing, DNA repair and snRNP assembly. These results suggest that the attenuated IL-2 muteins modulated shared and unique biological processes in Tregs compared to WT IL-2.

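3x alone changed 998 genes against PBS in the isotype arm (499 up and 499 down) and H16R alone changed 544 (253 up and 291 down), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With a threshold of 1 on the absolute log2 fold change the counts were 331 and 137. Of 2564 genes changed by 3x and not by WT IL-2, 1485 differed between 3x and WT IL-2 in the direct comparison, and of 2110 genes changed by H16R and not by WT IL-2, 673 differed between H16R and WT IL-2. Without isotype H16R replicate 3, the direct comparison of H16R with WT IL-2 called 908 genes in place of 2308 over all genes, and by total counts its split was 685 higher and 1601 lower in place of 1098 and 1210.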

### Attenuated IL-2 muteins highlight Treg gene signatures that are co-regulated by the TCR signal

The inclusion of MHC II blockade treatment showed that certain aspects of the Treg response to IL-2 were co-regulated by the TCR signaling while others were not. To investigate the functional gene regulatory network underlying the IL2-induced transcriptional responses and the crosstalk with TCR signaling, we performed weighted correlation network analysis (WGCNA) (22, 23) of gene expression and identified 11 co-expression modules of genes (**Figures 4A, B**). The relationship amongst the modules and the number of genes in each module are presented in a dendrogram representation, which highlighted that the turquoise module, containing the largest number of genes, separated out as a distinct module.

**Figure 4:**
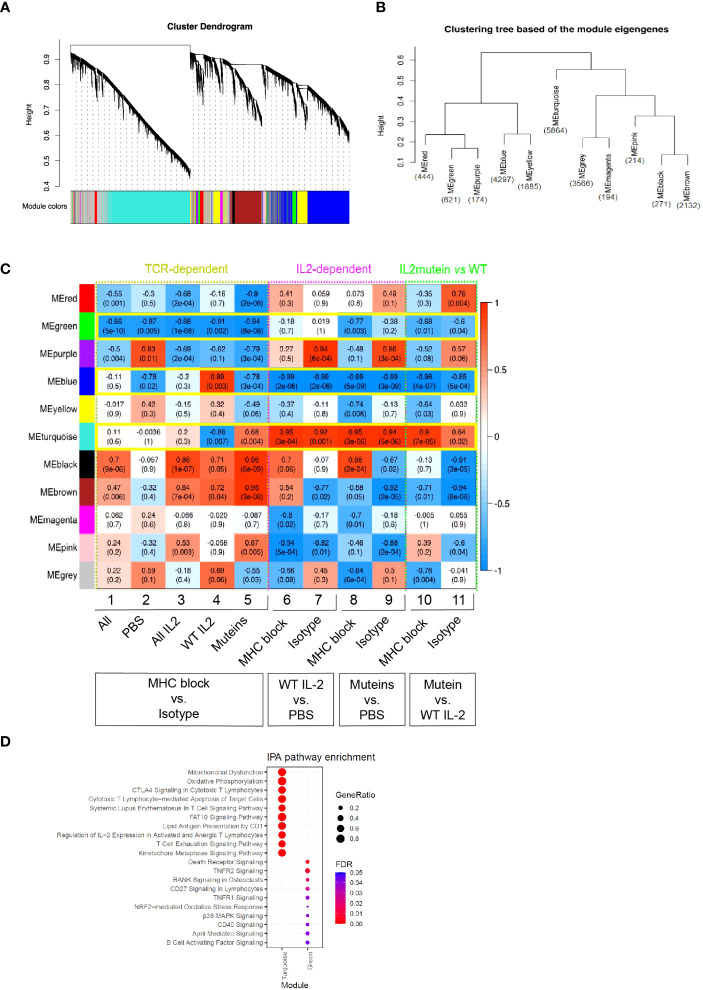
Weighted correlation network analysis (WGCNA) and identification of modules of genes that are co-regulated in response to IL-2 treatment and MHC II blockade. **(A)** Hierarchical clustering dendrograms of co-expressed genes in modules in 32 Treg samples, with dissimilarity based on topological overlap. Each leaf in the dendrogram represents one gene and the colored row underneath the dendrogram represents color-coded modules which contain a group of highly connected genes. A total of 11 modules was identified. **(B)** Clustering tree of module eigengenes which summarize the modules identified in **(A)**. Module eigengene is the first principal component of the corresponding module. The number of genes in each module was presented in blue. **(C)** Correlation heatmap of WGCNA module genes and traits (module-trait relationship). Each row represents a module, and the columns correspond to eleven traits, including TCR-dependent (MHC II block vs. Isotype comparison, columns 1-5), IL2-dependent (IL-2 vs. PBS comparison, columns 6-9) and IL-2 mutein vs WT traits (columns 10 and 11). Each cell contains the corresponding Pearson correlation coefficient and *p*-value, of which red represents positive correlation with the first phenotype in each column and blue represents negative correlation. The correlation increases as the color darkens. Modules demonstrating a consistent relationship with the trait of interest are highlighted in green boxes. **(D)** Dot plot summarizing the top 10 significantly enriched canonical pathways (adjusted *p* value<0.05) associated with turquoise and green modules identified using Ingenuity Pathway Analysis (IPA) (39). The color of dots represents increasing significance of the enriched pathways from blue to red and the size of the dot reflects the GeneRatio (Proportion of DEGs in a specific comparison group that associated with the given ingenuity canonical pathway).

We performed correlation analysis to understand how individual modules related to various treatment conditions and summarized the result in a heatmap (**Figure 4C**). For example, columns 1-5 show how the modules associate with MHC II blockade vs. isotype treatment across different IL-2 treatment conditions. 

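The module itself was not rebuilt here, and the 15 genes that Fig. 5 prints for the green module were used in its place. Their score in a library was the mean, over the genes, of log2 CPM standardized across the 32 Treg libraries. In isotype-treated mice the green list score was 0.96 ± 0.171 with PBS, 0.66 ± 0.157 with WT IL-2, 0.51 ± 0.119 with H16R and 0.55 ± 0.221 with 3x (SD, n = 4). With MHC II blockade it was −0.16 ± 0.094, −0.24 ± 0.092, −0.70 ± 0.146 and −1.58 ± 0.471. The score was lower with MHC II blockade in each treatment, by −1.12 with PBS, −0.90 with WT IL-2, −1.21 with H16R and −2.13 with 3x. Every MHC II block library lay below every isotype library of the same treatment (two-sided exact permutation test, adjusted p = 0.0381 each after Benjamini-Hochberg adjustment over 20 comparisons of scores, from the smallest p that 4 mice against 4 allow). The study took these genes from a module built on the same 32 libraries, so these tests are not independent evidence.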

The green module showed a statistically significant negative correlation with MHC II blockade, and thus it represented a gene module that showed dependence on the TCR signal regardless of the IL-2 status.

Similar analysis was performed across columns 6-11 to characterize IL2-dependent gene responses, and the turquoise module emerged as a prominent module that showed consistently positive correlation with the IL-2 treatment compared with the PBS controls. 

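For the 54 protein-coding genes that Fig. 5 prints for the turquoise module, scored as for the green list, the score in isotype-treated mice was −1.05 ± 0.206 with PBS, 0.27 ± 0.10 with WT IL-2, 0.59 ± 0.174 with H16R and 0.40 ± 0.133 with 3x (SD, n = 4). Under MHC II blockade it was −1.10 ± 0.091, −0.56 ± 0.20, 0.68 ± 0.204 and 0.76 ± 0.215. Against PBS the score rose by 1.32, 1.64 and 1.45 with WT IL-2, H16R and 3x in the isotype arm and by 0.54, 1.78 and 1.87 in the MHC II block arm. In all 6 comparisons every IL-2 library lay above every PBS library (two-sided exact permutation test, adjusted p = 0.0381 each). As with the green list, the study chose these genes on the same libraries, so this is not independent evidence. Relative to the mean log2 CPM of 4 T cell genes (Cd3e, Cd4, Cd2 and Cd5), which were chosen after the values had been seen and which rose with IL-2 in the isotype arm by 0.51, 0.59 and 0.44, the turquoise genes did not differ from PBS in that arm (−0.04, −0.05 and 0.03 with WT IL-2, H16R and 3x, exact permutation p of at least 0.257). Under MHC II blockade they were higher relative to the same genes, by 0.21, 0.17 and 0.36, with every IL-2 library above every PBS library. In contrast, the green list score fell against PBS in the isotype arm by −0.45 with H16R and −0.41 with 3x, both at the same adjusted exact p, and by −0.30 with WT IL-2 (exact p = 0.0857, adjusted 0.101). Single libraries decided 2 of these calls: the fall with 3x was −0.30 and not called without isotype 3x replicate 1, and the fall with WT IL-2 was −0.38 and called without isotype WT IL-2 replicate 3a. In the MHC II block arm the green list score changed by −0.08 with WT IL-2 (exact p = 0.343; −0.12 without MHC II block WT IL-2 replicate 2), −0.54 with H16R and −1.42 with 3x.

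**Figure D3:**
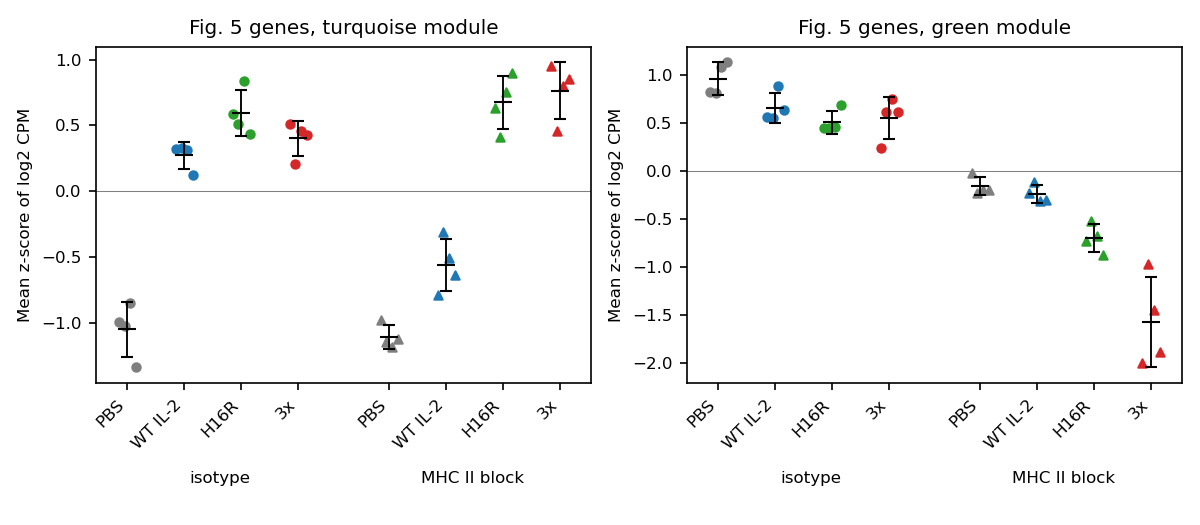
Scores of the turquoise and green gene lists of Fig. 5 in each of the 32 Treg libraries (y axis, mean standardized log2 CPM) by treatment and antibody (x axis). Points are mice, and bars are the mean ± SD of 4 mice; the turquoise score with WT IL-2 is 0.27 with isotype and −0.56 with MHC II blockade.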

The turquoise module showed sensitivity to TCR blockade with WT IL-2 treatment, while the attenuated muteins elicited exaggerated responses that were not diminished by TCR blockade (**Figures 4C**, **S5**). This pattern suggested that WT IL-2 and TCR signals synergistically induced this module but that attenuated muteins could stimulate response even when TCR signal was limited. In contrast, the blue module was suppressed by IL-2 treatment, with greater suppression by muteins compared to WT. 

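The turquoise list score was lower with MHC II blockade than with isotype in mice given WT IL-2, by −0.83 (two-sided exact permutation test, adjusted p = 0.0381). The list was chosen on these libraries, so this test is not independent evidence. It did not differ between the antibodies with H16R (0.08, exact p = 0.543) or PBS (−0.06, exact p = 0.714). With 3x the difference was 0.36 (exact p = 0.0857, adjusted 0.101), or 0.47 and called without MHC II block 3x replicate 2, and it was also called on log2(FPKM + 1), where it was 0.53. The difference with PBS was 0.02 on log2(FPKM + 1) and 0.01 without isotype PBS replicate 3. Relative to the mean log2 CPM of 4 T cell genes (Cd3e, Cd4, Cd2 and Cd5), which were chosen after the values had been seen, that of the turquoise genes did not differ between the antibodies with WT IL-2 (0.09, exact permutation test, p = 0.114). Whether the effect of MHC II blockade on single genes differed between a mutein and WT IL-2 was tested with an interaction term, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It differed for 2908 of 12391 genes between H16R and WT IL-2 (1557 with a more positive and 1351 with a more negative effect with H16R) and for 5423 between 3x and WT IL-2 (2571 and 2852). For H16R the split was 1813 and 1018 by total counts alone, 1697 and 692 without the CPM filter and 1857 and 855 with all biotypes, and for 3x it was 3052 and 1919 without the CPM filter and 3470 and 2199 with all biotypes. Without MHC II block H16R replicate 4 or 3 the count for H16R was 1798 or 1883. The genes with the largest positive interaction for 3x were Vdr (4.37), Il21 (4.22), Spp1 (3.87), Gcg (3.76) and Lgals7 (3.44), and those for H16R were Spp1 (2.55), Gcg (2.13), Fam20a (2.12), Vdr (2.09) and Ifitm1 (1.98). Spp1 for H16R was 1.23 and not called without isotype WT IL-2 replicate 2. The largest negative interactions were those of Itgad (−3.20), Mpeg1 (−1.73), Nfam1 (−1.52), Cfp (−1.50) and Dse (−1.47) for 3x and Trf (−2.06), Cfp (−1.63), Nfam1 (−1.27), Plxna1 (−1.05) and Rims3 (−1.00) for H16R. Without MHC II block WT IL-2 replicate 1, Mpeg1 (−0.51) and Cfp (−0.08) for 3x and Trf (−0.47), Cfp (−0.20) and Nfam1 (−0.45) for H16R were not called, and limma on log2(FPKM + 1) did not call these 5 or Itgad. Without the same library, Itgad and Nfam1 for 3x were still called but at −0.75 and −0.69, and Rims3 for H16R at −0.62; Spp1 for 3x was 2.55 without isotype WT IL-2 replicate 2. From the module pattern, the paper proposes that WT IL-2 and TCR signals act together on this module, while the muteins can raise it when the TCR signal is limited.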

TCR blockade prevented the WT IL2- but not the attenuated mutein-mediated response.

The red and purple modules also showed a trend of negative correlation with MHC class II blockade, with the attenuated muteins generating stronger effect compared to WT IL-2. These trends suggested that the attenuated muteins induced a distinct signal from WT IL-2, with an ability to amplify signals where TCR signal is limited or reduced.

To explore biological processes represented by these gene modules, we conducted pathway enrichment analysis using Ingenuity Pathway Analysis (IPA), focusing primarily on the green module as the Treg gene module regulated by the TCR signal, and the turquoise module as that regulated by the combination of the IL-2 and TCR signals, with amplified induction by the attenuated muteins.

As shown in **Figure 4D**, the genes in the turquoise module were significantly enriched in pathways related to cellular metabolism, including mitochondrial dysfunction (e.g., *Casp3*, *Gpx7*, *Prdx5*, *Sod2*) and oxidative phosphorylation (e.g., *Cyb5a*, *Ndufa11*, *Uqcrc1*). 

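In isotype-treated mice given PBS, WT IL-2, H16R and 3x, Cyb5a was expressed at 77.7 ± 6.71, 99.0 ± 6.02, 116 ± 11.9 and 111 ± 3.26 CPM (SD, n = 4). Its log2 fold changes against PBS were 0.35 (standard error 0.07, adjusted p = 0.000107) with WT IL-2, 0.58 (standard error 0.07, adjusted p = 2.43e-08) with H16R and 0.51 (standard error 0.07, adjusted p = 2e-07) with 3x by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Sod2 rose by 0.15 (adjusted p = 0.00317), 0.14 (adjusted p = 0.00325) and 0.24 (adjusted p = 1.17e-05), and Uqcrc1 by 0.12 (adjusted p = 0.085), 0.15 (adjusted p = 0.0199) and 0.14 (adjusted p = 0.032), in the same test. Prdx5 rose with WT IL-2 by 0.18 (adjusted p = 0.0583) and with H16R by 0.21 (adjusted p = 0.0206) in the same test, and its change with 3x, 0.11, did not pass the threshold. Ndufa11 and Gpx7 were not called with any molecule in the isotype arm, though DESeq2 called Gpx7 with H16R (0.30, adjusted p = 0.0864). Prdx5 lost its call with WT IL-2 (0.10, adjusted p = 0.246 from the same edgeR test) and H16R (0.12, adjusted p = 0.12) without isotype PBS replicate 4. Uqcrc1 lost its call with WT IL-2 (0.08, adjusted p = 0.255 from the same edgeR test) and 3x (0.10, adjusted p = 0.136) without that library, with H16R without isotype H16R replicate 3 (adjusted p = 0.102), and with all 3 molecules by total counts alone (adjusted p from 0.171 to 0.197). Sod2 with H16R was not called by total counts alone (0.08, adjusted p = 0.107 from the same edgeR test).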

T cell signaling-related pathways were also highlighted as the CTLA4 signaling in cytotoxic T (e.g., *Akt1*, *Cd3d*, *Lck*, *Zap70*), SLE in T cell signaling pathway (e.g., *Foxp3*, *Icos*, *Rhog*, *Stat3*), regulation of IL-2 expression in activated and anergic T lymphocytes (*Calm1*, *Nfkb1*, *Smad3*, *Tgfb1*), T cell exhaustion signaling pathway (e.g., *Batf*, *Foxo1*, *Il10rb*, *Pdcd1*, *Prdm1*, *Tigit*) and PI3K/AKT signaling pathway (*Il1rl1*, *IL2ra*, *Itgb7*). These gene profiles and associated pathways suggest that IL-2 and TCR signals synergize to enhance Treg’s metabolic fitness and increase their function, and the attenuated IL-2 muteins further amplified these effects with reduced requirement for TCR signaling. 

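Over the 21 T cell signaling genes named here that were tested, 20 rose with WT IL-2, 20 with H16R and 16 with 3x in the isotype arm, with median log2 fold changes of 0.37, 0.41 and 0.33, and none fell, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Under MHC II blockade, 10 rose and 2 fell with WT IL-2 (median 0.14), 20 rose with H16R (0.46) and 18 rose with 3x (0.63). With WT IL-2, MHC II blockade lowered 17 of the 21 genes and raised none (median −0.21), and the largest fall was that of Tigit (−0.94). With H16R it raised 4 and lowered 4 (median 0.06), and with 3x it raised 12 and lowered 4 (median 0.24), the largest rise being that of Pdcd1 (1.08). In PBS mice 1 gene was higher and none was lower (median 0.03). The effect of MHC II blockade was more positive with H16R than with WT IL-2 for 15 genes and more negative for 1, and more positive with 3x for 16 and more negative for 1, by interaction terms in the same test. In the isotype arm, Cd3e, Cd4, Cd2 and Cd5, chosen after the values had been seen, rose by 0.51, 0.59 and 0.44 in mean log2 CPM. With WT IL-2 their mean was lower under MHC II blockade, by −0.31. The rises in the isotype arm and the fall with WT IL-2 are therefore not separated from the share of T cell RNA.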

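Nfkbid, Rel, Map2k6, Traf6, Atf4 and Sqstm1 are printed in Fig. 5 for the green module, and MHC II blockade lowered 5 of these 6 genes with PBS, 4 with WT IL-2 and all 6 with H16R and with 3x, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The median log2 fold changes were −0.34, −0.30, −0.26 and −0.52, and none of the 6 rose. The study took these genes from a module built on the same libraries, so the falls are not independent evidence. Rel was expressed at 487 ± 106 CPM with isotype and 314 ± 8.33 with MHC II blockade in PBS mice (SD, n = 4), and fell, by −0.63 (standard error 0.15, adjusted p = 0.00943) with PBS and −0.97 (standard error 0.15, adjusted p = 1.35e-05) with 3x in the same test. Atf4 was at 525 ± 12.6 and 412 ± 4.31 CPM, and its change was −0.35 (standard error 0.04, adjusted p = 3.97e-06) in PBS mice in the same test. Map2k6 did not differ with PBS (−0.13, adjusted p = 0.335 in the same test) or WT IL-2 (−0.03, or 0.02 without isotype WT IL-2 replicate 1) and fell with H16R (−0.42, adjusted p = 0.000786) and 3x (−0.58, adjusted p = 2.01e-06). Traf6 with PBS (−0.22, adjusted p = 0.016 in the same test) was not called without isotype PBS replicate 4 (−0.14, adjusted p = 0.101).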

The genes in the green module were significantly enriched in the TNFRSF-related signaling pathways as suggested by death receptor signaling (e.g., *Nfkbid*, *Rel*), RANK signaling in osteoclasts (e.g., *Map2k6*, *Traf6*), NRF2-mediated oxidative stress response (e.g., *Atf4*, *Sqstm1*) and p38 MAPK signaling pathways. Since the green module genes are expressed in a TCR-dependent manner, this suggested that the TCR signal is essential for engaging these pathways in Tregs.

To illuminate biological pathways that are relevant to Treg states and function that underlie homeostatic and disease conditions, we curated a list of genes representing the pathways in the turquoise and green modules, which are summarized in a heatmap (**Figure 5**). These genes showed expression patterns that were consistent with the module response pattern as indicated by the module-trait analysis and were used as reference genes to further query pathway involvement in Treg responses *in vivo*.

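Of the 54 turquoise genes of Fig. 5 that were tested, 44 rose with WT IL-2, 48 with H16R and 43 with 3x against PBS in the isotype arm, and 1 fell with 3x, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all 12391 genes. Adjusted over the list alone, 46, 50 and 43 rose and 1 fell with 3x; the study chose the list on these samples, so this is not independent evidence. With MHC II block 25 rose and 3 fell with WT IL-2, 52 rose with H16R and 48 rose with 3x, and adjusted over the list alone 26 rose and 4 fell, 52 rose and 48 rose. MHC II blockade lowered 36 and raised 1 of them with WT IL-2 (39 and 3 adjusted over the list alone), lowered 10 and raised 11 with H16R (10 and 12), lowered 10 and raised 24 with 3x (10 and 25), and lowered 5 and raised 4 with PBS (5 and 4). Of the 15 green genes, MHC II blockade lowered 10 with PBS, 10 with WT IL-2, 11 with H16R and 15 with 3x and raised none, and adjusted over the list alone it lowered 11, 10, 14 and 15 and raised 1 with WT IL-2. The green list was chosen on these samples as well. As a set, it was lower with MHC II blockade in each treatment, with adjusted camera p from 4.4e-06 (WT IL-2) to 1.4e-12 (PBS) and 2.65e-12 (3x), and each call held under fry and with the correlation estimated from the data (adjusted p of at most 0.0313). The turquoise list was lower with WT IL-2 (adjusted camera p = 1.61e-13, or 0.0134 with the correlation estimated), did not differ with H16R (0.263) and was higher with 3x (0.00513, or 0.511 with the correlation estimated).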

**Figure 5:**
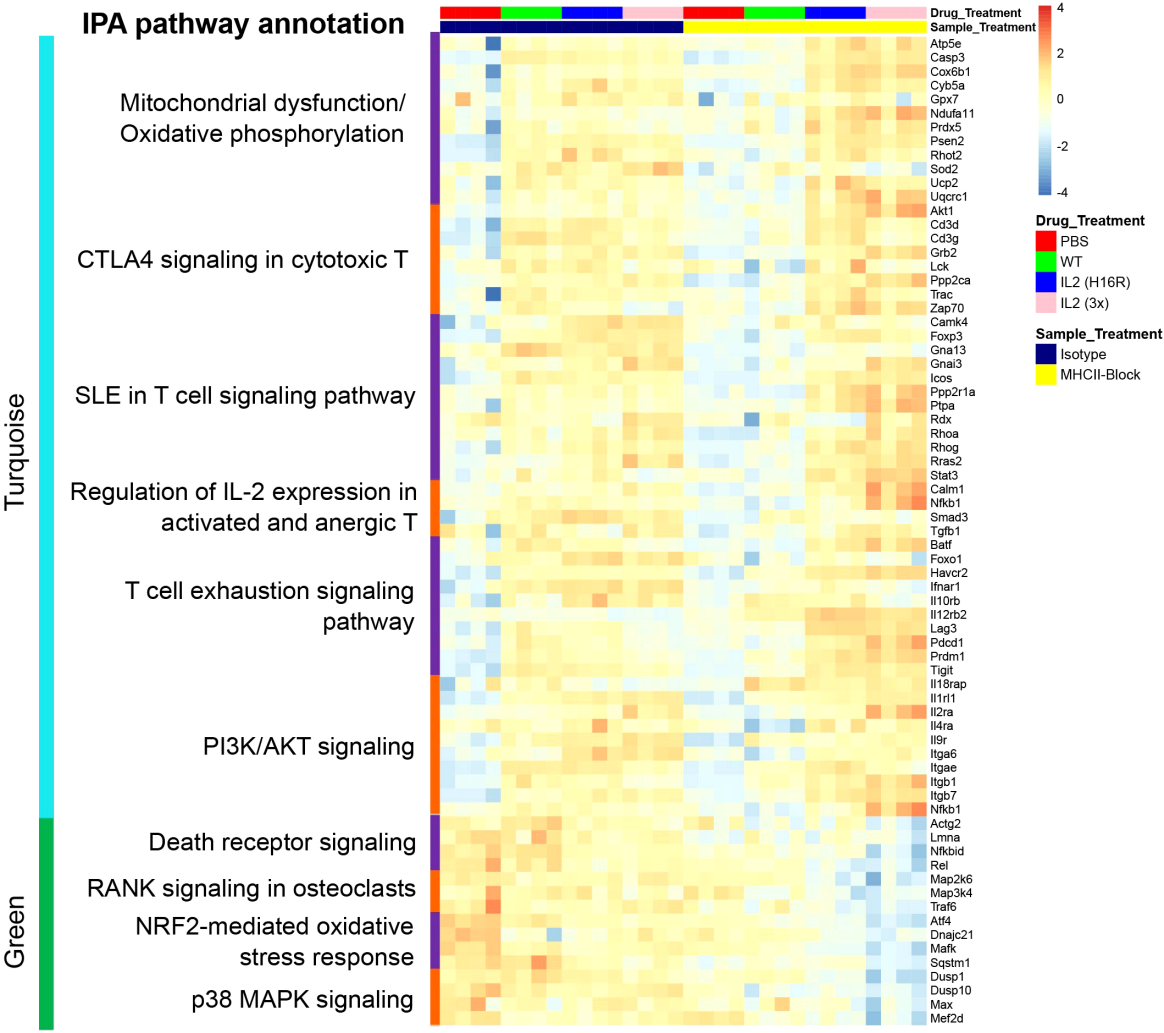
Heatmap summarizing the scaled normalized expression for individual genes of interest in the key pathways in the turquoise (top) and the green (bottom) modules across treatment conditions. Each column represents a Treg sample.

### IL-2 treatment amplifies activated Treg gene signatures associated with non-lymphoid tissue Tregs

We used a previously published single cell RNA seq (scRNA-Seq) dataset generated from mouse Tregs responding to a mouse IL-2 mutein (26) to confirm the relevance of our reference genes, which were generated from mouse Tregs responding to human IL-2 muteins. As shown in **Figure 6A**, these genes were largely enriched in the Treg population that had been annotated as “activated” by IL-2 compared with the “resting” Treg population. The transitional population annotated as “Primed/activated” showed intermediate expression. This analysis demonstrated that mouse Tregs responded to human IL-2 *in vivo* similarly as they did to murine IL-2, and the gene responses captured by the turquoise and green modules reflected the Treg activation state.

**Figure 6:**
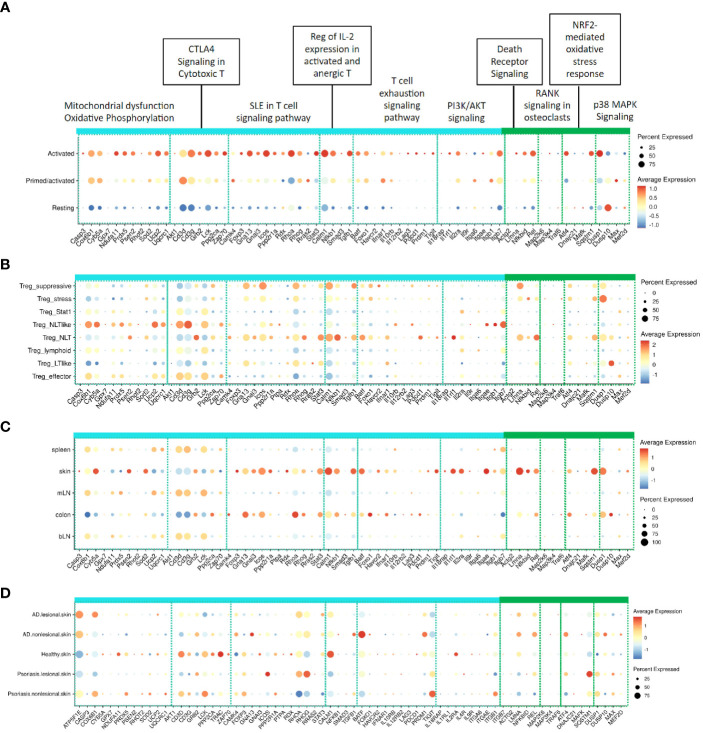
Expression of representative signature genes in the turquoise and green modules in related published mouse and human scRNA-Seq datasets. **(A)** Expression across activation states in mouse Tregs stimulated with muIL-2 as defined in Lu et al. (26); Expression across **(B)** Treg subpopulations and **(C)** Tregs found in different tissues as defined by Miragaia et al. (27); **(D)** Distribution across healthy tissue from healthy donor, non-lesional and lesional skin tissues from atopic dermatitis and psoriasis patients in Reynolds et al. (40), The color of dots indicates the scaled average expression in all cells in the corresponding group and the size of dots represents the percentage of the cells with at least one transcript detected.

To deconvolute which Treg subsets responded to IL-2, we used a comprehensive mouse Treg dataset from a study published by Teichmann and colleagues (27), which had defined functional Treg subsets including Treg_stress, Treg_STAT1, Treg_NLT-like, Treg_effector (eTreg), and Treg_suppressive, which were proposed to represent the various stages of Treg adaptation during homeostatic circulation based on kinetic trajectory analysis. Additionally, it had mapped subpopulations of Tregs in lymphoid tissues (spleen, brachial lymph node (bLN) and mesenteric LN (mLN), collectively referred to as lymphoid tissue, or LT) and the mucosal barrier tissues (skin and colon, referred to as non-lymphoid tissue, or NLT). Querying this dataset for the expression of the turquoise and green module genes showed that these genes were preferentially enriched in Treg subsets that had been annotated as suppressive, NLT, NLT-like, and to a lesser extent, eTreg subpopulations (**Figure 6B**). Based on these results, we propose that IL-2 promotes Tregs to adapt aspects of the tissue-resident NLT phenotype and to take on functional traits of effector and suppressive Treg cells. Additionally, transcriptional signatures accompanying these phenotypic changes can be captured in lymphoid tissues like the spleen.

The turquoise and green module gene signatures were prominently enriched in Tregs from NLTs, such as the skin and the colon (**Figure 6C**). Among the turquoise module pathways, the SLE T cell signaling pathway, regulation of IL-2 expression, and PI3K/AKT signaling pathways (mostly represented by cytokine receptor and adhesion receptor genes) were highlighted, while the green module showed a prominent association with the death receptor signaling. Interestingly, the CTLA4 signaling in cytotoxic T pathway genes, including those proximally involved in TCR receptor signaling (e.g, *Cd3d*, *Cd3g*, *Lck*), showed an opposite trend and these genes appeared to be expressed at slightly higher levels in LT than in NLT Tregs. The mitochondrial dysfunction and oxidative phosphorylation pathway genes also tended to be expressed at higher levels in the LT Tregs. These results indicate alternative IL-2 response profiles between LT and NLT Tregs, which consequently may reflect differences in their sensitivity to TCR signaling, tissue tropism, and/or metabolic response to their environment.

One hypothesis around inflammatory diseases is that reduced number of Tregs and/or activation limit the suppression of inflammatory response in tissues. To evaluate Treg activation state in human diseases, we characterized the turquoise and green module Treg gene signatures in human inflammatory disease datasets. Because these gene modules showed a compelling association with skin-resident Tregs, we focused our analysis on two human skin inflammatory diseases, atopic dermatitis and psoriasis, using the dataset published by Teichmann, Watt, Haniffa and colleagues (40). We queried the turquoise and green module reference genes to determine whether Tregs displayed activation gene signatures in healthy versus inflamed tissues (**Figure 6D**). In this analysis, IL2-induced Treg activation genes were modestly represented across healthy, non-lesional or lesional tissues, with some that differed between healthy vs non/lesional skin. For example, the CTLA4 signaling in cytotoxic T pathway genes in the turquoise module were expressed robustly in healthy skin but appeared reduced in both lesional and non-lesional skin in AD and psoriasis. The genes in the green module were not expressed in Tregs in healthy skin, while a few (e.g., *Lmna*, *Rel*, *Atf4*, *Sqstm1*, *Dusp10*) appeared to be elevated in skin Tregs in disease patients. Overall, the inflamed skin Tregs did not express high levels of IL-2 activation signature genes, suggesting that Treg activation is limited at disease sites.

### Attenuated IL-2 muteins enhance eTreg phenotype with reduced dependence on TCR signal

Functionally activated effector Tregs (eTregs) are distinguished from naïve central Tregs (cTregs) by multiple markers, some of which are directly involved in Treg’s ability to suppress inflammation and mediate tissue repair. As a readout of Treg functionality following IL-2 treatment, we assessed transcript levels for genes that are considered eTreg markers. 

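In Tregs of isotype-treated mice, WT IL-2 raised Icos (chromosome 1, 60977927 to 61000320 of GRCm38) from 185.5 ± 34.4 to 417 ± 57.2 CPM (SD, n = 4), and under MHC II blockade from 176 ± 1.96 to 239 ± 41.3 CPM. The log2 fold changes against PBS were 1.17 (standard error 0.11, adjusted p = 3.83e-09) with isotype and 0.44 (standard error 0.11, adjusted p = 0.00409) with MHC II blockade, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For Ctla4 (chromosome 1, 60887000 to 60915832) they were 0.53 with isotype and 0.00 (adjusted p = 0.991) with MHC II blockade in the same test, with 866 ± 27.4 CPM in MHC II block PBS mice and 867 ± 147 with WT IL-2. Klrg1 rose from 43.7 ± 3.68 to 149 ± 50.1 CPM with isotype (1.77, adjusted p = 1.04e-08 in the same test) and from 32.4 ± 5.6 to 93.4 ± 15.6 CPM under MHC II blockade (1.53, adjusted p = 6.63e-07). Il10 rose under MHC II blockade from 33.3 ± 3.92 to 82.4 ± 10.4 CPM (1.31, adjusted p = 2.62e-07 in the same test). Between MHC II blockade and isotype in WT IL-2-treated mice, Icos was lower, by −0.80 (adjusted p = 7.44e-06), Ctla4 by −0.75 (adjusted p = 2.23e-06), Klrg1 by −0.67 (adjusted p = 0.00465) and Il10 by −0.94 (adjusted p = 1.89e-05) in the same test. Summed NK cell markers also rose with WT IL-2 under MHC II blockade, from 49.9 to 135 CPM. Whether RNA of other cells adds to the rises of Klrg1 and Il10 in that arm was not tested.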

As shown in **Figure 7A**, eTreg marker genes including *Icos*, *Ctla4*, *Klrg1, and Il10* were robustly upregulated in response to WT IL-2, and this response was largely abolished by the MHC II blocking treatment. Thus, WT IL-2 enhances eTreg phenotype in a TCR-dependent manner. 

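Under isotype antibody, H16R and 3x raised Icos to 382 ± 29.2 and 350.3 ± 15.1 CPM (SD, n = 4), log2 fold changes against PBS of 1.04 (standard error 0.11, adjusted p = 1.01e-08) and 0.92 (standard error 0.11, adjusted p = 1.02e-07) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Klrg1 reached 179.7 ± 20.4 and 204 ± 15.8 CPM, with changes of 2.04 (adjusted p = 2.9e-10) and 2.22 (adjusted p = 8.55e-11) in the same test. Ctla4 rose by 0.39 (adjusted p = 0.00125) with H16R and 0.28 (adjusted p = 0.015) with 3x, and Il10 by 2.34 (adjusted p = 5.48e-13) and 1.76 (adjusted p = 1.45e-10), in the same test. Lag3 (chromosome 6, 124904361 to 124911705) rose from 64.1 ± 21.3 CPM to 192 ± 24.4 with H16R and 92.5 ± 13.1 with 3x, by 1.58 (adjusted p = 1.65e-07) and 0.52 (adjusted p = 0.0274) in the same test, and the change with 3x was not called without isotype PBS replicate 4 (0.38, adjusted p = 0.112).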

The attenuated muteins H16R and 3x muteins also upregulated the eTreg marker genes. 

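Under MHC II blockade, Icos was at 411 ± 48.0 CPM with H16R and 437.5 ± 24.2 with 3x, Ctla4 at 1283 ± 105 and 1274 ± 81.5, and Il10 at 250.1 ± 25.6 and 207 ± 21.1 (SD, n = 4). Against isotype in mice given the same mutein, Icos did not differ with H16R (0.10, adjusted p = 0.522) and was higher with 3x (0.32, adjusted p = 0.0199), log2 fold changes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ctla4 did not differ with either mutein (−0.04, adjusted p = 0.777 and 0.05, adjusted p = 0.685 in the same test), and its value for H16R was 0.01 without MHC II block H16R replicate 1. Il10 was higher by 0.46 (standard error 0.14, adjusted p = 0.0193) with H16R and 0.77 (standard error 0.14, adjusted p = 7.34e-05) with 3x in the same test. Lag3 was higher by 1.13 (standard error 0.19, adjusted p = 0.000203) with H16R and 1.94 (standard error 0.2, adjusted p = 1.46e-08) with 3x in the same test, at 422 ± 15.5 and 356 ± 49.9 CPM. Klrg1, in contrast, was lower, by −0.78 (adjusted p = 0.00244) and −0.80 (adjusted p = 0.000479) in the same test. Summed NK cell markers were higher with MHC II blockade too, at 134 against 28.7 CPM with H16R and 170 against 36.1 CPM with 3x. B cell and plasma cell markers were also higher. Whether RNA of other cells adds to the higher Il10 and Lag3 was not tested.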

Interestingly, some genes induced by the attenuated muteins were not abrogated by the MHC II blockade (e.g., *Icos*, *Ctla4*, and *Il10*) and for some, such as *Il10 and Lag3* (not shown), the response was even elevated. These results suggested that the attenuated IL-2 muteins could enhance the eTreg phenotype even when the TCR signal was compromised.

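The effect of MHC II blockade differed between mutein and WT IL-2, as an interaction term, for Icos by 0.91 (standard error 0.16, adjusted p = 0.00041) with H16R and 1.12 (standard error 0.16, adjusted p = 5.31e-06) with 3x (log2, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Ctla4 the interaction was 0.71 (standard error 0.14, adjusted p = 0.00118) with H16R and 0.80 (standard error 0.14, adjusted p = 6.31e-05) with 3x, for Il10 it was 1.40 (standard error 0.2, adjusted p = 5.16e-05) and 1.70 (standard error 0.2, adjusted p = 3.4e-07), and for Lag3 it was 1.98 (standard error 0.27, adjusted p = 4.15e-05) and 2.79 (standard error 0.28, adjusted p = 2.99e-08), all from the same test. No interaction was detected for Klrg1 (−0.11, adjusted p = 0.788 and −0.13, adjusted p = 0.713 in the same test), and its values were 0.10 and 0.09 without isotype WT IL-2 replicate 2. From these eTreg marker genes, the paper proposes that the attenuated muteins could enhance the eTreg phenotype when the TCR signal was compromised.

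**Figure D4:**
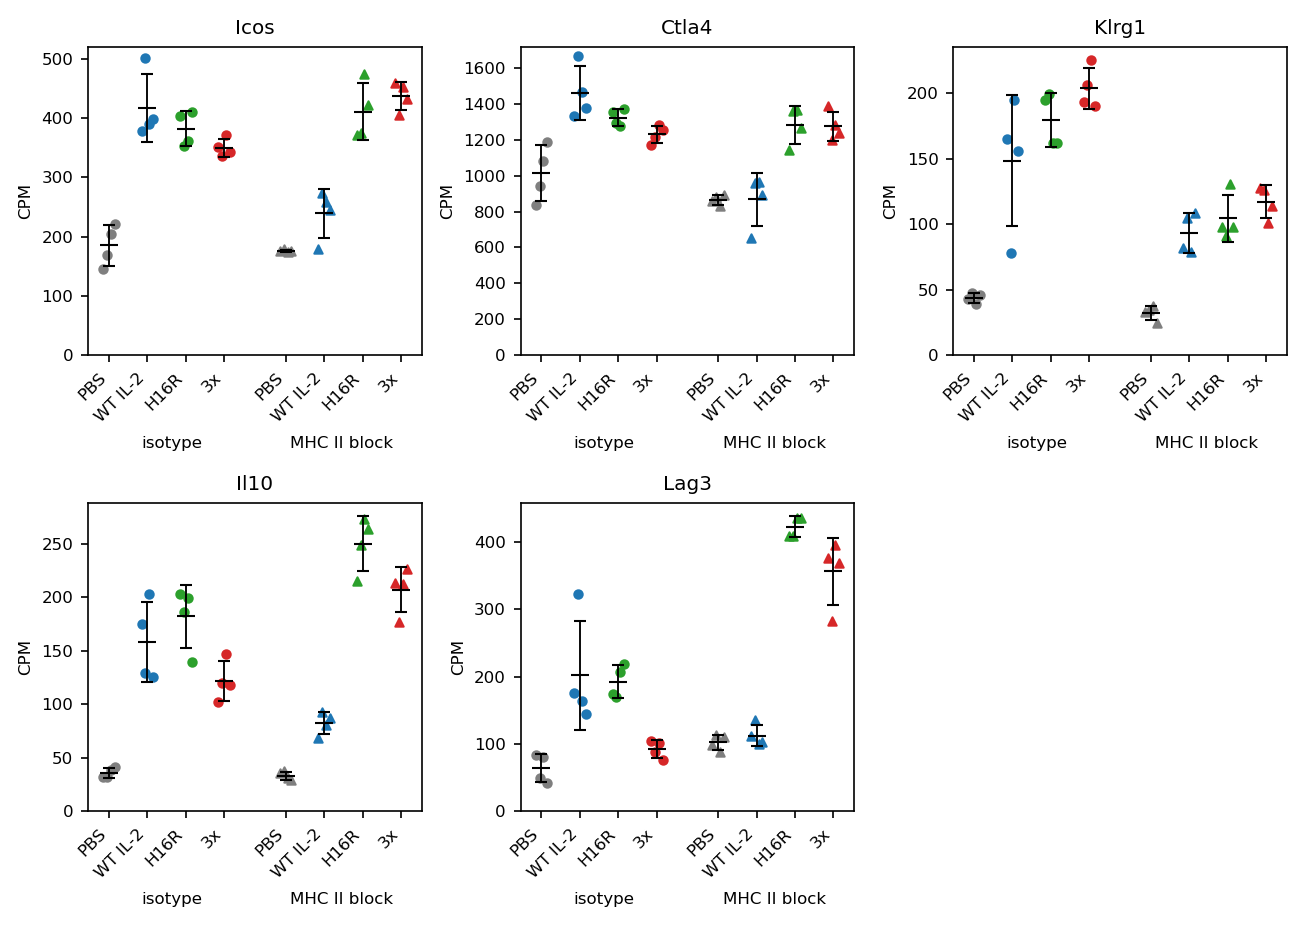
Expression of Icos, Ctla4, Klrg1, Il10 and Lag3 in Tregs (y axis, CPM) by treatment and antibody (x axis). Points are mice and bars are the mean ± SD of 4 mice; Lag3 is at 92.5 CPM with 3x and isotype and at 356 CPM with 3x and MHC II blockade.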

**Figure 7:**
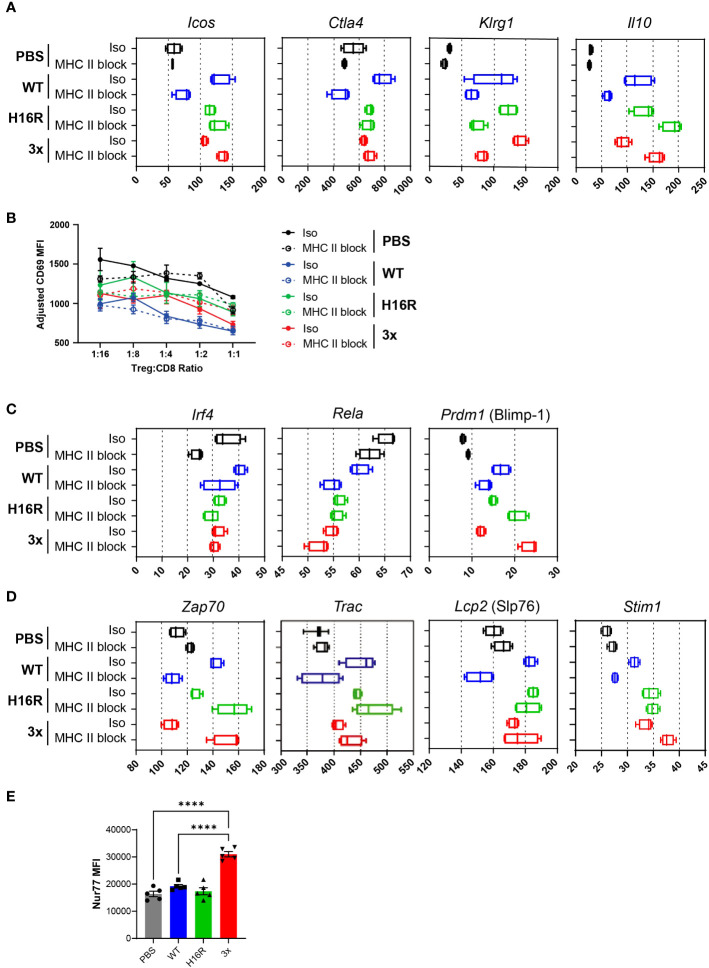
Enhancement of effector Treg phenotype and TCR response by IL-2. **(A)** Expression of eTreg signature genes in response to IL-2 with or without TCR blockade. The Fragments Per Kilobase of transcript per Million mapped reads (FPKM) values (x-axis) for representative eTreg signature genes in Tregs from mice dosed with PBS, WT IL-2, H16R, or 3x mutein with isotype control or MHC blocking antibody treatment are summarized in box plots. **(B)** Line plot summarizing the results from the *in vitro* suppression assay. Tregs purified from mice treated with IL-2 and antibody as indicated were co-cultured with purified autologous CD8 T cells at varying ratios as shown on the x-axis, in the presence of CD3/CD28 beads as a stimulating agent. CD8 T cell activation was quantified by CD69 expression and is shown as adjusted CD69 MFI on the y-axis. **(C)** Expression of known regulators of eTreg genes following IL-2 and TCR blockade treatments are shown individually as box plots. **(D)** Expression of genes encoding TCR signaling molecules following IL-2 and TCR blockade treatment are shown in box plots. **(E)** Nur77 expression in *ex vivo* Tregs. Tregs purified from splenocytes of mice treated with 25 μg of PBS, WT IL-2, H16R, or 3x mutein on day 3 were analyzed for Nur77 expression by flow cytometry. The mean fluorescence intensity (MFI) and SEM for each group (*n=5*) are summarized. Ordinary one-way ANOVA with Tukey’s multiple comparison’s test, ****p < 0.0001.

To determine whether IL-2’s positive impact on eTreg gene signatures consequently led to enhanced Treg function, we performed an *in vitro* suppression assay. In a co-culture assay where purified CD8 T cell activation was assessed by CD69 expression, Tregs from mice treated with WT IL-2 showed a greater degree of suppression compared to Tregs from PBS-treated mice, suggesting that WT IL-2 enhanced Treg suppressive function *in vivo* (**Figure 7B**). Interestingly, MHC II blockade had little impact on the ability of IL-2 to enhance Treg function in this assay, suggesting that blocking the TCR signal *in vivo* did not impair Treg suppressive function in the short term up to 4 days. The two attenuated muteins also enhanced Treg function, although the level of suppression was intermediate between the WT IL2- and PBS-treated Tregs.

Molecular pathways implicated in the regulation of eTreg differentiation include the NF-kB pathway, triggered by engagement of one or more of the TNFRSFs expressed on Tregs (35), and the TCR pathway (8, 41), triggered when Tregs encounter the cognate antigen. Furthermore, several Foxp3 target genes including *Irf4*, *Rela*, and *Prdm1* (encoding Blimp-1) have been shown to confer specialized eTreg phenotype and function (42, 43). We interrogated whether IL-2 regulated the expression of *Irf4*, *Rela*, and *Prdm1* in Tregs *in vivo* and whether TCR signal was involved. The *Irf4* and *Rela* expression did not increase in response to WT IL-2 or the attenuated muteins, while *Prdm1* expression did, although the overall expression level was low (**Figure 7C**). These results suggest that IL-2 induces eTreg marker gene expression without directly increasing the expression levels of *Irf4*, *Rela*, and *Prdm1*.

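Irf4 was at 166 ± 25.5 CPM with PBS, 194.5 ± 10.8 with WT IL-2, 159.9 ± 10.2 with H16R and 156 ± 13.3 with 3x in isotype-treated mice (SD, n = 4). Its log2 fold changes against PBS were 0.23 (standard error 0.11, adjusted p = 0.096), −0.06 (standard error 0.11, adjusted p = 0.681) and −0.09 (standard error 0.11, adjusted p = 0.482) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The call with WT IL-2 was lost in 14 of the 32 fits that each left out 1 library, reaching 0.17 (adjusted p = 0.246 from the same test) without isotype PBS replicate 3, and by total counts alone (0.19, adjusted p = 0.15). Without isotype PBS replicate 1 the values with H16R and 3x were 0.05 and 0.02. Rela was at 177 ± 6.03, 165 ± 5.52, 158 ± 4.23 and 153 ± 3.72 CPM and changed by −0.10 (adjusted p = 0.0338), −0.16 (adjusted p = 0.000509) and −0.21 (adjusted p = 3.1e-05) in the same test; the change with WT IL-2 was not called without isotype PBS replicate 3 (adjusted p = 0.103). Prdm1 was at 34.0 ± 1.99, 75.2 ± 9.32, 69.3 ± 3.25 and 57.1 ± 4.81 CPM and rose by 1.14 (adjusted p = 6.17e-11), 1.03 (adjusted p = 1.59e-10) and 0.75 (adjusted p = 5.81e-08) in the same test.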

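In the MHC II block arm, Irf4 rose against PBS with each molecule, by 0.49 (adjusted p = 0.00151) with WT IL-2, 0.36 (adjusted p = 0.00643) with H16R and 0.39 (adjusted p = 0.00332) with 3x, from a PBS level of 111 ± 11.2 CPM (SD, n = 4; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That level was lower than with isotype by a log2 fold change of −0.59 (standard error 0.11, adjusted p = 0.00106) in the same test. Rela fell in this arm by −0.13 (adjusted p = 0.00832), −0.10 (adjusted p = 0.0186) and −0.21 (adjusted p = 1.42e-05) in the same test, and its fall with H16R was −0.07 (adjusted p = 0.121) without MHC II block PBS replicate 4. Prdm1 rose from 38.9 ± 1.8 CPM to 60.1 ± 6.76, 91.7 ± 10.1 and 109 ± 8.86 CPM, by 0.63 (adjusted p = 6.45e-06), 1.24 (adjusted p = 3.13e-12) and 1.48 (adjusted p = 3.22e-14) in the same test. From these patterns, the paper proposes that IL-2 induces eTreg marker genes without directly raising the transcripts of these 3 regulators.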

We had observed that the turquoise module included genes that are known to drive TCR signaling. Thus, we considered the possibility that IL-2 enhanced TCR signaling in a positive feedback loop, as a mechanism of enhancing the eTreg gene signature downstream of TCR. In support of this hypothesis, *Zap70*, *Trac* (encoding TCR alpha), and *Slp76* expression increased in response to IL-2, and interestingly, the attenuated muteins were able to enhance their expression even when TCR signaling was blocked (**Figure 7D**). 

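Zap70 (chromosome 1, 36761798 to 36782818 of GRCm38) was at 249 ± 16.0 CPM with PBS, 322.5 ± 12.1 with WT IL-2, 293 ± 10.1 with H16R and 248 ± 13.1 with 3x in isotype-treated mice (SD, n = 4). Its log2 fold changes against PBS were 0.37 (standard error 0.06, adjusted p = 6.6e-06), 0.24 (standard error 0.06, adjusted p = 0.000932) and −0.00 (standard error 0.06, adjusted p = 0.968) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Under MHC II blockade they were −0.13 (adjusted p = 0.0841) with WT IL-2, 0.40 (adjusted p = 9.28e-07) with H16R and 0.35 (adjusted p = 4.58e-06) with 3x in the same test; the fall with WT IL-2 was −0.11 (adjusted p = 0.209) without MHC II block WT IL-2 replicate 1. Trac, which the annotation lists as a T cell receptor constant gene (chromosome 14, 54220521 to 54224206) and which was therefore tested with all biotypes, rose in the isotype arm by 0.50 (adjusted p = 0.000565), 0.51 (adjusted p = 0.000254) and 0.37 (adjusted p = 0.00514) and in the MHC II block arm by 0.03 (adjusted p = 0.892), 0.43 (adjusted p = 0.00133) and 0.29 (adjusted p = 0.0223) in the same test. Lcp2, which encodes Slp76, was at 478 ± 18.4, 550.3 ± 16.9, 574 ± 15.4 and 539.5 ± 6.03 CPM and rose by 0.20 (adjusted p = 0.000942), 0.26 (adjusted p = 2.75e-05) and 0.17 (adjusted p = 0.00248) in the same test. Lcp2 changed under MHC II blockade by −0.05 (adjusted p = 0.44) with WT IL-2, 0.20 (adjusted p = 0.000601) with H16R and 0.16 (adjusted p = 0.00369) with 3x in the same test, and limma on log2(FPKM + 1) called a fall with WT IL-2 (−0.13, adjusted p = 0.0194). The mean log2 CPM of Cd3e, Cd4, Cd2 and Cd5, chosen after the values had been seen, rose against PBS by 0.51, 0.59 and 0.44 with isotype. Under MHC II blockade it changed by 0.03, 0.46 and 0.32. The rises of Zap70, Trac and Lcp2 against PBS are therefore not separated from a higher share of T cell RNA.

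**Figure D5:**
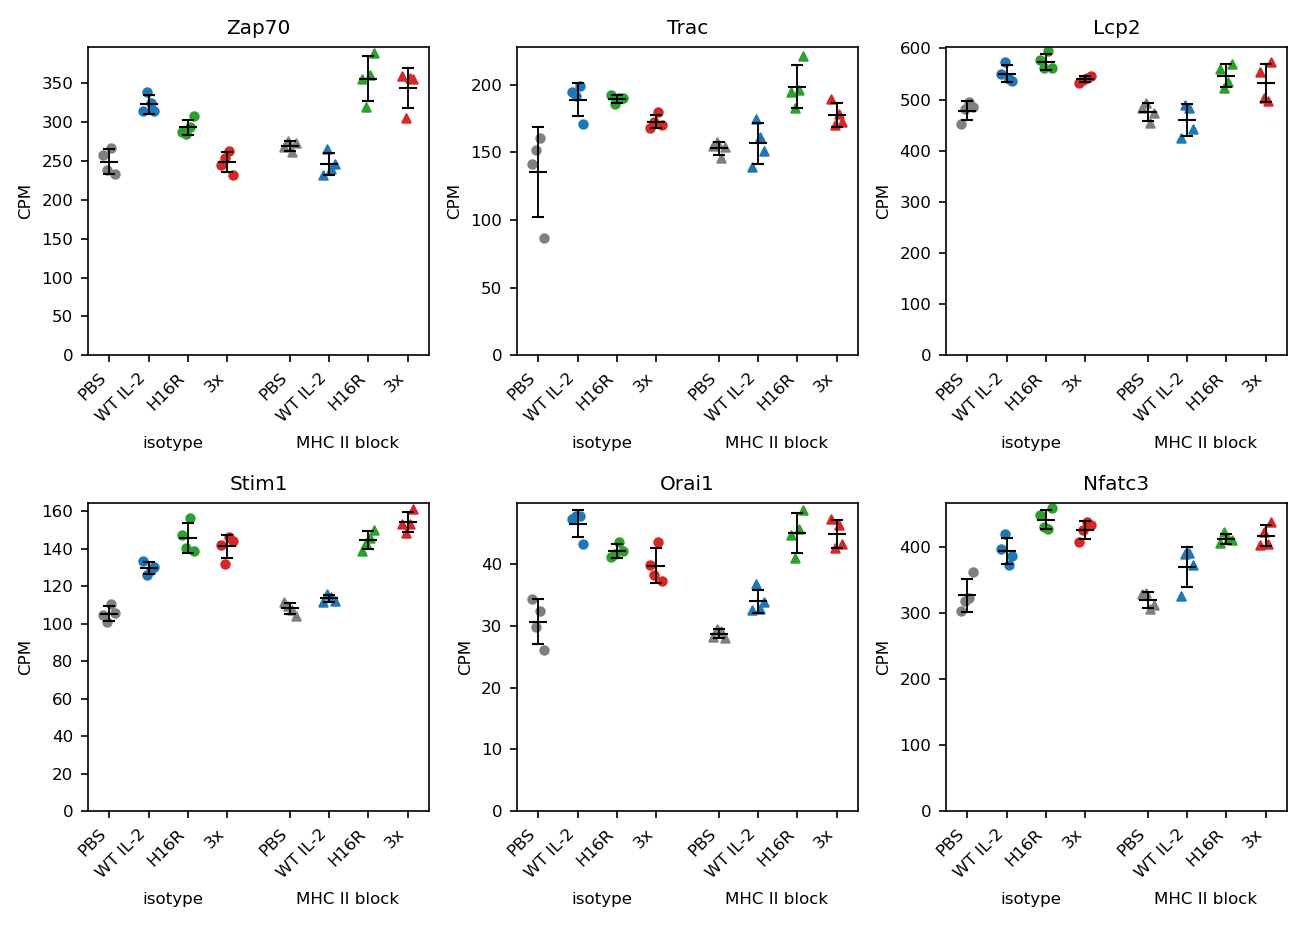
Expression of TCR signaling genes in Tregs (y axis, CPM) by treatment and antibody (x axis). Points are mice and bars are the mean ± SD of 4 mice; Zap70 with 3x is at 248 CPM with isotype and at 343.5 CPM with MHC II blockade.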

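With MHC II blockade Zap70 was at 355.5 ± 28.4 CPM with H16R and 343.5 ± 26.0 with 3x (SD, n = 4), higher than with isotype by 0.28 (standard error 0.06, adjusted p = 0.00122) and 0.47 (standard error 0.06, adjusted p = 2.66e-07) on the log2 scale (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With WT IL-2 it was lower than with isotype by −0.39 (standard error 0.06, adjusted p = 1.33e-05) in the same test. As an interaction term, the effect of MHC II blockade on Zap70 was more positive than with WT IL-2 by 0.67 (standard error 0.08, adjusted p = 8.85e-06) for H16R and 0.86 (standard error 0.08, adjusted p = 1.2e-08) for 3x in the same test.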

In fact, *Zap70* expression in response to the muteins was further amplified when TCR signaling was blocked. Additionally, several genes known to be involved in the calcium signaling pathway downstream of TCR, including Stim1 (**Figure 7D**), Orai1, and Nfatc3 (data not shown), were elevated, indicating that attenuated IL-2 signal may also enhance the calcium signaling pathway in Tregs.

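Stim1 was at 105.5 ± 3.87 CPM with PBS, 129.7 ± 3.15 with WT IL-2, 146 ± 8.18 with H16R and 141 ± 6.31 with 3x in isotype-treated mice (SD, n = 4), log2 fold changes against PBS of 0.30 (standard error 0.04, adjusted p = 8.85e-07), 0.47 (standard error 0.04, adjusted p = 1.24e-10) and 0.42 (standard error 0.04, adjusted p = 1e-09) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Under MHC II blockade it did not change with WT IL-2 (0.07, adjusted p = 0.19 in the same test) and rose by 0.42 (adjusted p = 8.21e-10) with H16R and 0.51 (adjusted p = 8.12e-12) with 3x. Orai1 rose by 0.59, 0.45 and 0.37 with isotype and by 0.24, 0.65 and 0.64 under MHC II blockade, and Nfatc3 by 0.27, 0.43 and 0.38 with isotype and by 0.21, 0.37 and 0.38 under MHC II blockade, with adjusted p of at most 0.00626 in the same test. In the isotype arm, where the mean of Cd3e, Cd4, Cd2 and Cd5 rose as well, a higher share of T cell RNA is not separated from these rises. From the higher expression of these genes, the paper proposes that the attenuated IL-2 signal may also enhance calcium signaling downstream of the TCR.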

Based on these results, we hypothesized that the IL-2 crosstalk with the TCR pathway directly enhanced Treg sensitivity to antigenic signal and adaptation of the eTreg phenotype. We tested this hypothesis by evaluating the expression of Nur77, which is a TCR-dependent gene known to be upregulated in circulating Tregs (9). Intracellular staining of Nur77 showed that Tregs from mice treated with 3x mutein indeed showed a strikingly elevated level of Nur77 (**Figure 7E**).

### Attenuated IL-2 muteins suppress tissue infiltration of pathogenic lymphocytes in a murine model of skin inflammation

Given that the IL-2 response gene signature was particularly enriched in the skin, we decided to evaluate the effects of IL-2 molecules in a mouse model of psoriasis. Human Fc-conjugated IL-2 molecules lose *in vivo* exposure as early as after the first dose (**Figure S6**), potentially due to anti-drug antibody (ADA) response; thus, we opted to evaluate the impact of IL-2 with a single dose in a short-term psoriasis model induced by application of the imiquimod (IMQ) cream.

We administered a prophylactic dose of IL-2 on day -1 and induced disease by daily application of the IMQ cream for 5 days (**Figure 8A**). On day 2 (3 days after IL-2 treatment), we detected a robust increase in the percentage of Tregs in blood following treatment with WT IL-2 or H16R, while 3x mutein showed a trend of increase (**Figure 8B**). The attenuated muteins induced negligible NK and Tcon responses, but WT IL-2 induced significant expansion of NK cells. These results confirmed that attenuated IL-2 muteins induced Treg expansion *in vivo* with increased Treg selectivity even in an inflammatory setting. Furthermore, Tregs in mice treated with IL-2 expressed higher levels of activation and eTreg markers, including *Gitr*, *Icos*, and *Klrg1*, validating that IL-2 induces eTreg marker gene expression at the protein level (**Figure 8C**).

**Figure 8:**
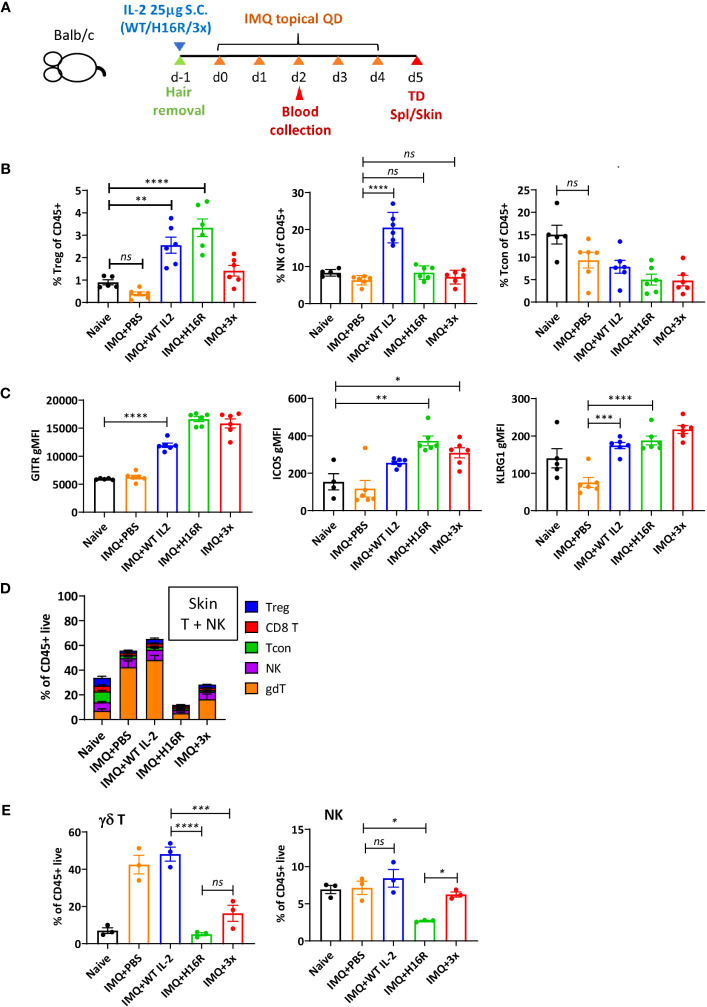
*In vivo* activity of attenuated IL-2 muteins in a mouse inflammatory skin disease model. **(A)** Study design. Female Balb/c mice were shaved on the back on day -1 and injected with IL-2 at 25 μg per mouse by s.c. Starting day 0, Aldara cream (3.125 mg per dose) was applied daily on the back and the ear for 5 doses and the study was terminated on d5. Blood was collected on day 3 post IL-2 dosing (d2 of disease induction) for flow analysis for T and NK cell response to IL-2. *n*=6 per group. **(B)** Treg, NK, and Tcon as percentage of CD45^+^ cells on day 3 blood. Each dot represents an animal, shown are the mean of the group and the error bars indicate SEM. One-way ANOVA analysis with Tukey’s multiple comparisons test, ****p < 0.0001, **p < 0.01, *ns*, not significant. Naive animals were shaved and handled the same way as disease animals, but they were not dosed with IL-2 or treated with Aldara cream. **(C)** eTreg marker expression in Tregs on d3 post IL-2 dosing in blood. GITR, ICOS, and KLRG1 expression was determined by flow cytometric analysis and the expression level was summarized as gMFI in total Treg population for each treatment group. One-way ANOVA with Tukey’s multiple comparisons test, ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05. **(D)** T and NK cell composition in the skin on day 5 at take down. The breakdown of total T and NK cells, shown as the percentages of Treg, CD8 T, Tcon (Foxp3^-^ CD4 T), NK, and γδ T cells of CD45^+^ live cells in the skin on day 5, are summarized for the different treatment and disease groups. **(E)** The percentages of γδ T and NK cells among CD45^+^ live cells in the skin on day 5. The data in **(D)** are presented individually for γδ T and NK cells. One-way ANOVA with Tukey’s multiple comparisons test, ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05. For **(D, E)**, *n*=3 per group. Each symbol represents an animal.

With a single dose administration of IL-2, we did not observe disease improvement measured by body weight and skin thickness (**Figures S7A, B**). In this model, the skin pathology is characterized by immune cell infiltration, with gamma delta (γδ) T cells specifically implicated as the main driver of disease (44). On day 5 at the end of the study, the percentage of γδ T cells was strikingly elevated, while the percentages of Tregs and Tcons were reduced, in the skin of diseased (i.e., IMQ-treated) compared to naïve mice (**Figure 8D**). Mice treated with WT IL-2 maintained these same disease-associated changes, while H16R and 3x mutein treatment suppressed the accumulation of γδ T and NK cells in the skin (**Figure 8E**). Evaluation of Ki67 showed that the skin γδ T and NK cells proliferated similarly in all diseased animals regardless of the IL-2 treatment (**Figure S7C**). These results suggest that IL-2 promotes expansion of circulating Tregs, enhances the eTreg phenotype and suppresses immune cell (including γδ T and NK cells) trafficking to the inflamed tissue. In our study, the two attenuated muteins demonstrated improved Treg selectivity and ability to suppress pathogenic cell infiltration compared to WT IL-2 in a disease setting.

## Discussion

IL-2 is required for Treg proliferation, survival, and function [reviewed by (45)]. Attenuated IL-2 muteins with weaker affinity to IL2Rβ and/or IL2Rγ demonstrate a greater selectivity for Tregs largely because of the increased dependence on CD25 for binding and because Tregs are more sensitive to lower IL-2 signal than other lymphocytes [review by (46)]. An important consideration for clinical utilization of attenuated IL-2 platforms is the minimal IL-2 signaling threshold required to support the Treg responses capable of establishing and maintaining immune homeostasis. In this study, we generated further insight into this question by comparing the Treg responses to WT IL-2 and two attenuated IL-2 muteins in mice.

*In vitro*, WT IL-2 and the muteins ranked consistently (WT>H16R>3x>D20W) in terms of activity to induce STAT5 activation, proliferation, activation marker expression, and suppressive function in human Tregs. We confirmed that the rank order of activity of these human IL-2 molecules was conserved in mouse Tregs as measured by pSTAT5 readout *in vitro*.

A single-dose administration of these IL-2 molecules in mice generated a dose-dependent expansion of mouse Tregs. Unexpectedly, besides the enhanced Treg selectivity, the attenuated muteins generated a disproportionately robust Treg expansion, even exceeding the level of expansion achieved by WT IL-2. Transcriptomic and pathway analyses of differentially expressed genes in Tregs treated with WT IL-2, H16R, or 3x mutein showed overlapping gene signatures, pointing to a general ‘IL-2 signature response’ in Tregs. These genes included activation pathways that are relevant for programming Tregs’ fitness and subsequent responses. IL-2 broadly induced genes involved in immune responses (including cytokine receptor genes such as *Il10rb*, *Ifnar*, *Il1rl1*, and *Il9r*), cell migration responses (captured by increased expression of chemokine receptors including *Ccr8* and tissue-targeting receptors such as *Itgae*, *Itgb1*, and *Itgb7*), cell cycle regulation, and TNFRSF members (e.g., *Cd27*, *Cd30*, *Tnfrsf4*, and *Tnfrsf1b*). This was consistent with the known role of IL-2 on Tregs, but we noted differences in the response patterns in both the induced and repressed genes between WT IL-2 and the attenuated muteins, suggesting that the attenuated IL-2 muteins induced qualitatively distinct transcriptional response compared to that induced by WT IL-2. In interpreting our data, we acknowledge the possibility that some of these differences reflect indirect contribution of non-Tregs responding to IL-2 *in vivo*; nonetheless we took a simplistic approach with an assumption that these interactions comprise normal immune regulatory mechanisms that define the *in vivo* response of Tregs.

The unexpectedly robust effect of the far-attenuated 3x mutein led us to hypothesize that the weak IL-2 signal synergized with additional signals present *in vivo*. Since it has been established that Tregs require both IL-2 and TCR signal for maintenance and function *in vivo*, we investigated the impact of reduced TCR signaling by blocking MHC II with an antibody treatment. Treg expansion, both in terms of proportion and absolute number, was almost completely abrogated, while Treg activation, as read out by induction of multiple markers (e.g., Ki67, Gitr), was unaffected. Furthermore, attenuated muteins elicited a disproportionately robust response that was comparable to or even better than that elicited by WT IL-2, even when TCR signal was reduced.

Further analysis by WGCNA in this system revealed modules of genes that were coregulated in IL2- and/or TCR-dependent manners. We focused on pathway analysis of these modules and highlighted two modules based on the significance of association with predicted pathways. The turquoise module represented the largest module with strong association with multiple pathways that were positively regulated in an IL2-dependent manner. Interestingly, the turquoise module response was sensitive to TCR blockade for WT IL-2 but not for attenuated muteins. This response suggested that attenuated IL-2 muteins amplified the turquoise module pathways with reduced dependence on the TCR signal. The green module was associated with TCR-dependent induction regardless of IL-2 and highlighted the MAPK and TNFRSF/NF-kB pathways, which suggests that the antigenic signal is the main activator of these pathways. The disparate contribution of TCR signal in this context supports a model wherein TCR signal by itself contributes to limited aspects of Treg activation, but cooperation with IL-2 dramatically broadens its impact. Our findings further suggest that IL-2 can potentiate and amplify the TCR signaling in Tregs, at least in part by increasing the expression of genes that constitute the TCR complex and the calcium signaling pathway. The WGCNA analysis did not reveal module(s) of genes that were strictly IL2-dependent and TCR-independent, which we had initially hypothesized induced Treg activation response distinctly from Treg expansion response. Nonetheless, the turquoise module showed this pattern in response to the attenuated muteins, indicating that attenuated IL-2 muteins act on Tregs with modified requirements for synergy with other signaling pathways. Additionally, it remains likely that IL-2 synergizes with other stimuli *in vivo*.

The turquoise module genes showed alignment with Treg signatures associated with NLT, suppressive function, and eTreg states. Here we propose that the IL2-mediated activation of the turquoise module pathways drives the eTreg response. Treg expansion, in contrast, was sensitive to MHC II blocking treatment for all IL-2 molecules, so we hypothesize that the green module pathways are required for durable Treg expansion and accumulation *in vivo*. Whether this is through increased proliferation and/or reduced cell death requires further study.

Splenic Tregs in IL2-treated mice displayed amplified gene signatures that overlapped with tissue-resident Tregs (skin and colon Tregs). This is consistent with a model wherein IL-2 increases the migratory behavior of Tregs as they circulate actively between LTs and NLTs. In our study, Tregs responded largely to the synergistic effects of IL-2 and TCR signals (as captured by the turquoise module genes); thus tissue-associated antigens likely play a major role in imparting tissue-specific gene signatures involved in Treg activation and migration in response to IL-2.

In a short-term inflammatory skin disease model, a single dose of attenuated IL-2 muteins promoted expansion of Tregs with enhanced selectivity, Treg adaptation of the eTreg phenotype, and suppression of pathogenic cell (γδ T and NK cells) infiltration into the skin. Interestingly, suppression of tissue infiltration of γδ T and NK cells was not accompanied by increased accumulation of Tregs in the tissue despite increased representation in the blood. This suggests that Tregs may exert their suppressive effects remotely. We showed that WT IL-2 also expanded Tregs, but the effect was not as selective, and it did not suppress tissue infiltration of γδ T and NK cells. These data showed that the attenuated muteins generated functional Treg response that was superior to that induced by WT IL-2 at an equivalently high dose.

The attenuated IL-2 muteins demonstrated robust activity *in vivo* that were incongruent with their *in vitro* activity and induced modified transcriptional and pathway responses compared to WT IL-2. Their amplified *in vivo* activity may have resulted at least in part from the reduced receptor-mediated clearance and consequently increased duration in circulation (29, 47). The measured *in vivo* PK parameters indeed showed that the attenuated IL-2 muteins, particularly the far-attenuated 3x mutein, exhibited decreased clearance and increased half-life compared to WT IL-2 or H16R, and also generated a sustained pSTAT5 response. Previously it was shown that sustained IL2R signaling was required to expand Tregs *in vivo* when comparing short-acting recombinant IL-2 with a long-acting IL-2/CD25 complex, and Treg transcriptomic data highlighted pathways associated with TCR and IL-2R signaling (48). Our data are consistent with these results, but we further showed that the attenuated IL-2 muteins generated gene responses distinct from WT IL-2, including upregulation of genes involved in the TCR signaling machinery such as Slp76 and genes involved in the calcium signaling pathway such as Stim1 and Orai1, even when the TCR signal is blocked. We propose that these changes led to enhanced TCR signaling as evidenced by increased Nur77 in circulating Tregs, which in turn further amplified Treg activation and expansion. An interesting therapeutic implication is that Treg activation may be achievable in a relatively tissue antigen-agnostic manner with attenuated IL-2 muteins, which could be used in a broad spectrum of auto-immune diseases.

Alternatively, strong vs. weak IL-2 signal may enforce Tregs to adapt distinct cell phenotypes, as had been described for CD8 T cells that were shown to adapt distinct responses depending on the strength and duration of the IL-2 signal (49, 50). An earlier model posited that a “stronger” IL-2 signal led to terminally differentiated effector CTL fate while “weaker” IL-2 signal led to long-term memory cells, and this cell fate choice was accompanied by different transcriptional responses. More recently, it was shown that the TCR signal strength determined the requirement for IL-2 signal in forming a CD8 T cell memory response (51). Our data suggest that Treg responses are similarly shaped by the combined effects of TCR and IL-2 signals, and that in Tregs the IL-2 signal strength influences the requirement for the TCR signal.

In this study, we showed that Tregs rely heavily on the synergistic effects of IL-2 and TCR signals for homeostatic maintenance and activation. These pathways interact closely rather than act in parallel, and their integrated output is likely to set the threshold of activation and duration of response. In the half life-extended format, attenuated IL-2 muteins generated reduced peak STAT5 signal compared to WT IL-2 but still induced robust Treg expansion and suppressed pathogenic cell infiltration better than WT IL-2. These effects were accompanied by signs of enhanced TCR signal in circulating Tregs, which likely impacted their phenotype and function. Further studies are required to understand how additional pathways may be integrated to regulate Treg responses *in vivo* and to apply this knowledge for improved rational design of Treg-targeted and IL2-based therapies.

## Data availability statement

All raw and processed RNA-seq data from this study have been deposited in the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nim.nih.gov/geo/) with accession no. GSE216130 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE216130).

## Ethics statement

Ethical approval was not required for the study involving humans in accordance with the local legislation and institutional requirements. Written informed consent to participate in this study was not required from the participants or the participants’ legal guardians/next of kin in accordance with the national legislation and the institutional requirements. The animal study was approved by Institutional Animal Care and Use Committee (IACUC) of Amgen. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

SM: Data curation, Formal Analysis, Investigation, Methodology, Validation, Visualization, Writing – original draft, Writing – review & editing, Software. MiS: Formal Analysis, Writing – original draft, Writing – review & editing, Data curation, Methodology, Visualization. AG: Data curation, Formal Analysis, Methodology, Writing – review & editing, Investigation, Validation, Visualization. RS: Data curation, Formal Analysis, Methodology, Validation, Writing – review & editing, Software, Visualization. AS: Data curation, Formal Analysis, Methodology, Validation, Writing – review & editing, Visualization. RH: Data curation, Formal Analysis, Methodology, Validation, Visualization, Writing – review & editing, Supervision, Writing – original draft. WL: Data curation, Formal Analysis, Methodology, Supervision, Validation, Visualization, Writing – original draft, Writing – review & editing, Investigation, Project administration. HW: Data curation, Formal Analysis, Methodology, Project administration, Supervision, Validation, Visualization, Writing – original draft, Writing – review & editing. SY: Data curation, Formal Analysis, Methodology, Writing – review & editing. SL: Data curation, Methodology, Writing – review & editing. ES: Data curation, Methodology, Writing – review & editing. TC: Data curation, Methodology, Writing – review & editing, Formal Analysis, Visualization. MaS: Data curation, Methodology, Writing – review & editing. HZ: Data curation, Methodology, Writing – review & editing, Formal Analysis, Validation. C-ML: Data curation, Methodology, Writing – review & editing, Funding acquisition, Resources, Supervision, Writing – original draft. AC: Data curation, Methodology, Resources, Supervision, Writing – review & editing, Formal Analysis, Investigation, Project administration. XL: Data curation, Formal Analysis, Investigation, Methodology, Project administration, Resources, Supervision, Writing – review & editing, Software, Validation, Visualization, Writing – original draft. SS: Data curation, Formal Analysis, Investigation, Methodology, Project administration, Resources, Supervision, Validation, Visualization, Writing – original draft, Writing – review & editing, Conceptualization, Funding acquisition.

## References

[1] ShevachEM. Mechanisms of foxp3+ T regulatory cell-mediated suppression. Immunity (2009) 30(5):636–45. doi: 10.1016/j.immuni.2009.04.010 19464986

[2] CampbellCRudenskyA. Roles of regulatory T cells in tissue pathophysiology and metabolism. Cell Metab (2020) 31(1):18–25. doi: 10.1016/j.cmet.2019.09.010 31607562PMC7657366

[3] BennettCLChristieJRamsdellFBrunkowMEFergusonPJWhitesellL. The immune dysregulation, polyendocrinopathy, enteropathy, X-linked syndrome (IPEX) is caused by mutations of FOXP3. Nat Genet (2001) 27(1):20–1. doi: 10.1038/83713 11137993

[4] ZhengYRudenskyAY. Foxp3 in control of the regulatory T cell lineage. Nat Immunol (2007) 8(5):457–62. doi: 10.1038/ni1455 17440451

[5] BrunkowMEJefferyEWHjerrildKAPaeperBClarkLBYasaykoSA. Disruption of a new forkhead/winged-helix protein, scurfin, results in the fatal lymphoproliferative disorder of the scurfy mouse. Nat Genet (2001) 27(1):68–73. doi: 10.1038/83784 11138001

[6] JosefowiczSZLuLFRudenskyAY. Regulatory T cells: mechanisms of differentiation and function. Annu Rev Immunol (2012) 30:531–64. doi: 10.1146/annurev.immunol.25.022106.141623 PMC606637422224781

[7] ChinenTKannanAKLevineAGFanXKleinUZhengY. An essential role for the IL-2 receptor in Treg cell function. Nat Immunol (2016) 17(11):1322–33. doi: 10.1038/ni.3540 PMC507115927595233

[8] LevineAGArveyAJinWRudenskyAY. Continuous requirement for the TCR in regulatory T cell function. Nat Immunol (2014) 15(11):1070–8. doi: 10.1038/ni.3004 PMC420526825263123

[9] MoranAEHolzapfelKLXingYCunninghamNRMaltzmanJSPuntJ. T cell receptor signal strength in Treg and iNKT cell development demonstrated by a novel fluorescent reporter mouse. J Exp Med (2011) 208(6):1279–89. doi: 10.1084/jem.20110308 PMC317324021606508

[10] SmigielKSRichardsESrivastavaSThomasKRDuddaJCKlonowskiKD. CCR7 provides localized access to IL-2 and defines homeostatically distinct regulatory T cell subsets. J Exp Med (2014) 211(1):121–36. doi: 10.1084/jem.20131142 PMC389297224378538

[11] LiuZGernerMYVan PanhuysNLevineAGRudenskyAYGermainRN. Immune homeostasis enforced by co-localized effector and regulatory T cells. Nature (2015) 528(7581):225–30. doi: 10.1038/nature16169 PMC470250026605524

[12] GrasshoffHComduhrSMonneLRMullerALamprechtPRiemekastenG. Low-dose IL-2 therapy in autoimmune and rheumatic diseases. Front Immunol (2021) 12:648408. doi: 10.3389/fimmu.2021.648408 33868284PMC8047324

[13] DixitNFantonCLangowskiJLKirkseyYKirkPChangT. NKTR-358: A novel regulatory T-cell stimulator that selectively stimulates expansion and suppressive function of regulatory T cells for the treatment of autoimmune and inflammatory diseases. J Transl Autoimmun (2021) 4:100103. doi: 10.1016/j.jtauto.2021.100103 34041473PMC8141531

[14] TchaoNGorskiKYuraszeckTSohnSIshidaKWongH. PS7:135 Amg 592 is an investigational il-2 mutein that induces highly selective expansion of regulatory t cells. Lupus Sci Med (2018) 5(Suppl 1):A102–A. doi: 10.1136/lupus-2018-abstract.178

[15] CullyM. T cell-regulating therapies for autoimmune diseases take FDA rejection in stride. Nat Rev Drug Discovery (2021) 20:655–7. doi: 10.1038/d41573-021-00137-0 34363024

[16] GhelaniABatesDConnerKWuMZLuJHuYL. Defining the threshold IL-2 signal required for induction of selective treg cell responses using engineered IL-2 muteins. Front Immunol (2020) 11:1106. doi: 10.3389/fimmu.2020.01106 32582190PMC7291599

[17] ZhangYHuoMZhouJXieS. PKSolver: An add-in program for pharmacokinetic and pharmacodynamic data analysis in Microsoft Excel. Comput Methods Programs Biomed (2010) 99(3):306–14. doi: 10.1016/j.cmpb.2010.01.007 20176408

[18] LiBDeweyCN. RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinf (2011) 12:323. doi: 10.1186/1471-2105-12-323 PMC316356521816040

[19] HuJGeHNewmanMLiuK. OSA: a fast and accurate alignment tool for RNA-Seq. Bioinformatics (2012) 28(14):1933–4. doi: 10.1093/bioinformatics/bts294 22592379

[20] LoveMIHuberWAndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol (2014) 15(12):550. doi: 10.1186/s13059-014-0550-8 25516281PMC4302049

[21] GuZEilsRSchlesnerM. Complex heatmaps reveal patterns and correlations in multidimensional genomic data. Bioinformatics (2016) 32(18):2847–9. doi: 10.1093/bioinformatics/btw313 27207943

[22] LangfelderPHorvathS. WGCNA: an R package for weighted correlation network analysis. BMC Bioinf (2008) 9:559. doi: 10.1186/1471-2105-9-559 PMC263148819114008

[23] LangfelderPHorvathS. Fast R functions for robust correlations and hierarchical clustering. J Stat Software (2012) 46(11). doi: 10.18637/jss.v046.i11 PMC346571123050260

[24] YuGWangLGHanYHeQY. clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS (2012) 16(5):284–7. doi: 10.1089/omi.2011.0118 PMC333937922455463

[25] YuGHeQY. ReactomePA: an R/Bioconductor package for reactome pathway analysis and visualization. Mol Biosyst (2016) 12(2):477–9. doi: 10.1039/C5MB00663E 26661513

[26] LuDRWuHDriverIIngersollSSohnSWangS. Dynamic changes in the regulatory T-cell heterogeneity and function by murine IL-2 mutein. Life Sci Alliance (2020) 3(5). doi: 10.26508/lsa.201900520 PMC715628332269069

[27] MiragaiaRJGomesTChomkaAJardineLRiedelAHegazyAN. Single-cell transcriptomics of regulatory T cells reveals trajectories of tissue adaptation. Immunity (2019) 50(2):493–504 e7. doi: 10.1016/j.immuni.2019.01.001 30737144PMC6382439

[28] HaoYHaoSAndersen-NissenEMauckWM3rdZhengSButlerA. Integrated analysis of multimodal single-cell data. Cell (2021) 184(13):3573–87 e29. doi: 10.1016/j.cell.2021.04.048 34062119PMC8238499

[29] de PicciottoSDeVitaNHsiaoCJHonanCTseSWNguyenM. Selective activation and expansion of regulatory T cells using lipid encapsulated mRNA encoding a long-acting IL-2 mutein. Nat Commun (2022) 13(1):3866. doi: 10.1038/s41467-022-31130-9 35790728PMC9256694

[30] OttolenghiABolelPSarkarRGreenshpanYIraqiMGhoshS. Life-extended glycosylated IL-2 promotes Treg induction and suppression of autoimmunity. Sci Rep (2021) 11(1):7676. doi: 10.1038/s41598-021-87102-4 33828163PMC8027413

[31] ZhangRHuynhAWhitcherGChangJMaltzmanJSTurkaLA. An obligate cell-intrinsic function for CD28 in Tregs. J Clin Invest (2013) 123(2):580–93. doi: 10.1172/JCI65013 PMC356181923281398

[32] KorneteMSgouroudisEPiccirilloCA. ICOS-dependent homeostasis and function of Foxp3+ regulatory T cells in islets of nonobese diabetic mice. J Immunol (2012) 188(3):1064–74. doi: 10.4049/jimmunol.1101303 22227569

[33] ElpekKGYolcuESFrankeDDLacelleCSchabowskyRHShirwanH. *Ex vivo* expansion of CD4+CD25+FoxP3+ T regulatory cells based on synergy between IL-2 and 4-1BB signaling. J Immunol (2007) 179(11):7295–304. doi: 10.4049/jimmunol.179.11.7295 18025172

[34] KumarPAlharshawiKBhattacharyaPMarinelarenaAHaddadCSunZ. Soluble OX40L and JAG1 Induce Selective Proliferation of Functional Regulatory T-Cells Independent of canonical TCR signaling. Sci Rep (2017) 7:39751. doi: 10.1038/srep39751 28045060PMC5206631

[35] VasanthakumarALiaoYTehPPascuttiMFOjaAEGarnhamAL. The TNF receptor superfamily-NF-kappaB axis is critical to maintain effector regulatory T cells in lymphoid and non-lymphoid tissues. Cell Rep (2017) 20(12):2906–20. doi: 10.1016/j.celrep.2017.08.068 28889989

[36] StremskaMEJoseSSabapathyVHuangLBajwaAKinseyGR. IL233, A novel IL-2 and IL-33 hybrid cytokine, ameliorates renal injury. J Am Soc Nephrol (2017) 28(9):2681–93. doi: 10.1681/ASN.2016121272 PMC557694028539382

[37] ZhengSGWangJWangPGrayJDHorwitzDA. IL-2 is essential for TGF-beta to convert naive CD4+CD25- cells to CD25+Foxp3+ regulatory T cells and for expansion of these cells. J Immunol (2007) 178(4):2018–27. doi: 10.4049/jimmunol.178.4.2018 17277105

[38] De RosaVProcacciniCCaliGPirozziGFontanaSZappacostaS. A key role of leptin in the control of regulatory T cell proliferation. Immunity (2007) 26(2):241–55. doi: 10.1016/j.immuni.2007.01.011 17307705

[39] KrämerAGreenJPollardJTugendreichS. Causal analysis approaches in Ingenuity Pathway Analysis. Bioinformatics (2014) 30(4):523–30. doi: 10.1093/bioinformatics/btt703 PMC392852024336805

[40] ReynoldsGVeghPFletcherJPoynerEFMStephensonEGohI. Developmental cell programs are co-opted in inflammatory skin disease. Science (2021) 371(6527). doi: 10.1126/science.aba6500 PMC761155733479125

[41] VahlJCDreesCHegerKHeinkSFischerJCNedjicJ. Continuous T cell receptor signals maintain a functional regulatory T cell pool. Immunity (2014) 41(5):722–36. doi: 10.1016/j.immuni.2014.10.012 25464853

[42] VasanthakumarAMoroKXinALiaoYGlouryRKawamotoS. The transcriptional regulators IRF4, BATF and IL-33 orchestrate development and maintenance of adipose tissue-resident regulatory T cells. Nat Immunol (2015) 16(3):276–85. doi: 10.1038/ni.3085 25599561

[43] ZhengYChaudhryAKasAdeRoosPKimJMChuTT. Regulatory T-cell suppressor program co-opts transcription factor IRF4 to control T(H)2 responses. Nature (2009) 458(7236):351–6. doi: 10.1038/nature07674 PMC286479119182775

[44] HartwigTZwickyPSchreinerBYawalkarNChengPNavariniA. Regulatory T cells restrain pathogenic T helper cells during skin inflammation. Cell Rep (2018) 25(13):3564–72 e4. doi: 10.1016/j.celrep.2018.12.012 30590032

[45] AbbasAKTrotta EDMarsonABluestoneJA. Revisiting IL-2: Biology and therapeutic prospects. Sci Immunol (2018) 3(25). doi: 10.1126/sciimmunol.aat1482 29980618

[46] MitraSLeonardWJ. Biology of IL-2 and its therapeutic modulation: Mechanisms and strategies. J Leukoc Biol (2018) 103(4):643–55. doi: 10.1002/JLB.2RI0717-278R 29522246

[47] KhoryatiLPhamMNSherveMKumariSCookKPearsonJ. An IL-2 mutein engineered to promote expansion of regulatory T cells arrests ongoing autoimmunity in mice. Sci Immunol (2020) 5(50). doi: 10.1126/sciimmunol.aba5264 PMC764317032817295

[48] MoroAGaoZWangLYuAHsiungSBanY. Dynamic transcriptional activity and chromatin remodeling of regulatory T cells after varied duration of interleukin-2 receptor signaling. Nat Immunol (2022) 23(5):802–13. doi: 10.1038/s41590-022-01179-1 PMC910690735449416

[49] PipkinMESacksJACruz-GuillotyFLichtenheldMGBevanMJRaoA. Interleukin-2 and inflammation induce distinct transcriptional programs that promote the differentiation of effector cytolytic T cells. Immunity (2010) 32(1):79–90. doi: 10.1016/j.immuni.2009.11.012 20096607PMC2906224

[50] KaliaVSarkarSSubramaniamSHainingWNSmithKAAhmedR. Prolonged interleukin-2Ralpha expression on virus-specific CD8+ T cells favors terminal-effector differentiation *in vivo* . Immunity (2010) 32(1):91–103. doi: 10.1016/j.immuni.2009.11.010 20096608

[51] ChinSSGuillenEChorroLAcharSNgKOberleS. T cell receptor and IL-2 signaling strength control memory CD8(+) T cell functional fitness via chromatin remodeling. Nat Commun (2022) 13(1):2240. doi: 10.1038/s41467-022-29718-2 35474218PMC9042912

How the deposited data were processed for this re-analysis (not part of the article)

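RNA from Tregs of 32 mice and from Tcons of 16 of the same mice was sequenced by the authors, and the values analysed here are those the authors deposited, 53345 genes in each of 48 libraries. The Treg libraries form 8 groups of 4 mice (PBS, WT IL-2, H16R or 3x, each with isotype antibody or MHC II block), and the Tcon libraries form the same 8 groups with 2 mice each. Conditions were taken from the sample labels, and each column was matched to its sample by the label it carries; 0 columns belonged to other samples. The replicate numbers in the labels pair each Tcon library with the Treg library of the same mouse.

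The expected counts that the authors deposited come from OSA alignment to mouse genome B38 (GRCm38) in Omicsoft Array Suite v10.0, followed by the Omicsoft version of RSEM, and were not normalized; 72.6% of the nonzero values are whole numbers. The FPKM values that the authors deposited come from the same RSEM estimates, divided by transcript length and by the reads mapped in each library. The authors also deposited tables of their DESeq2 v1.30.1 comparisons of Tregs, made after a filter on CPM: the log2 fold changes in them come from DESeq2's model. The p-values in these tables were adjusted by the authors for false discovery rate, and the score beside them, headed Stat by the authors, is DESeq2's Wald statistic. The tables list 14575 genes, 12799 of them protein-coding and 1776 lncRNA by their own annotation. They were used only to compare with the results here.

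Gene names, positions and biotypes were taken from GENCODE vM21, which is on GRCm38, the build the paper's methods name. Of the 53345 gene names in the matrix, 51519 (96.6%) are in that annotation. Protein-coding genes held from 91.76% to 96.16% of the expected counts of a library. The sum of all expected counts of a library, from 18.28 to 51.95 M, was its library size. At the lowest of these depths a gene at 1 CPM has 18.28 expected counts, and how much sampling adds to the spread between mice was not measured. Depth differed between groups, and all Treg counts were also recomputed after every Treg library was thinned at random to the total of the smallest.

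Expected counts were rounded and analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept when CPM was above 0.5 in at least 4 of the libraries fitted, when the annotation lists them as protein-coding, and when no fitted library had an empty cell. Isotype PBS replicate 4 holds the only empty cell of 70 of the genes that passed the CPM filter, and 1 alternative reads empty cells as 0. Counts were scaled with TMM, a model of the 8 groups was fitted with edgeR's quasi-likelihood method and a fit prior count of its default size, and p-values of each contrast were adjusted with the Benjamini-Hochberg method over all tested genes, with 0.1 as the threshold, as in the paper. The contrasts were each IL-2 molecule against PBS within each antibody arm, MHC II block against isotype within each treatment, each mutein against WT IL-2 within each arm, and the interactions of mutein and antibody against WT IL-2. The standard error of a log2 fold change was taken from the quasi-likelihood F statistic. Tregs and Tcons were compared with the mouse as a block, and IL-2 molecules against PBS in Tcons were compared with the 2 antibody arms together. In all, 12391 genes were tested in Tregs, 12846 between Tregs and Tcons and 12530 in Tcons.

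Principal components were computed on log2 CPM with a prior count of 2, centered by gene, with distances between group centers in the plane of the first 2 components. The WGCNA modules of the paper were not rebuilt. The genes that Fig. 5 prints for the turquoise and the green module were used as lists, scored as the mean standardized log2 CPM over the 32 Treg libraries, and compared with two-sided exact permutation tests of 4 mice against 4, with Benjamini-Hochberg adjustment over 20 comparisons. In all, 27 gene lists were tested with camera in limma 3.58.1 at a correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of a contrast, and again with fry and with the correlation estimated from the data. Across gene families these 3 methods differ in what they ask: camera compares a list with all other genes, and fry compares it with no change. Enriched pathways and the paper's clusters were not recomputed, because the supplementary table they rest on was at hand only in part.

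The genes named singly are the 117 genes that the paper's text names for these libraries or Fig. 5 prints, together with the 5 genes with the largest rise and the 5 with the largest fall past the threshold, among genes with a mean above 5 CPM over the 32 Treg libraries, for each interaction and for MHC II block against isotype in PBS mice. This gave 141 genes, of which 140 passed the filters; results of some of them are not reported here. Trac is a T cell receptor constant gene in the annotation and was tested in a fit with all biotypes.

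The scripts were first tested on simulated counts drawn from the means, spread and library sizes of these libraries, with 200 genes changed at a log2 fold change of 1. A comparison of 2 Treg groups recovered 173 of them (86.5%), with 12.2% of the calls false, among 12391 genes; an interaction recovered 160 (80%), the comparison of Tregs and Tcons 193 (96.5%), a comparison in Tcons 161 (80.5%), and a comparison in Tcons with 1 mouse fewer per group 132 (66%). In an unchanged comparison 1 gene was called.

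The alternatives were DESeq2's size factors (RLE) and total counts in place of TMM, DESeq2 1.42.0 and limma on log2 FPKM (pseudocounts of 1 and 0.1) in place of edgeR, no CPM filter or a stricter one, all biotypes, an adjusted p under 0.05, a threshold of 1 on the absolute log2 fold change, only the groups compared or 1 antibody arm in the fit, the replicate number as a block, and leaving out each library in turn. Empty cells read as 0, thinned counts and the alternatives for 9 overlap counts were added after seeing the data. Up to 100 other splits of the libraries were refitted for each count of genes, with each division of the libraries counted once, and 50 for the comparison of Tregs and Tcons. Analyses outside R used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.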

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

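The tests of explanations in this part were chosen only after the results they concern had been seen. The alternatives, gene lists and thresholds were set before the data were examined, except where a sentence says otherwise.

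In Tregs, the effect of MHC II blockade differed between H16R and WT IL-2 for 2908 of 12391 genes and between 3x and WT IL-2 for 5423 (interaction terms, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p under 0.1). The real assignment of the libraries gave more genes than any other for each mutein: 1 of 100 splits, the real one included, was as large, although the nearest other split reached 2874 genes for H16R and 4623 for 3x. These splits exchanged the antibody labels within each molecule. MHC II blockade changed 4153, 3800 and 6705 genes with WT IL-2, H16R and 3x. The rank therefore does not test whether the effect of blockade differed between molecules. Leaving out MHC II block H16R replicate 4 or 3 lowered the count for H16R to 1798 or 1883. Depth differed between groups, and with all libraries thinned to the smallest, a choice made after seeing the data, the counts were 2247 and 4663, so these counts do not rest on the difference in depth. The turquoise genes of Fig. 5 carry the same contrast, since their score fell with MHC II blockade under WT IL-2.

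Several technical explanations of that fall were weighed. Myeloid markers were highest in MHC II block WT IL-2 replicate 1 (861 CPM), and without this library the fall of the score was −0.76 and every MHC II block library stayed below every isotype library. B cell markers were as high in replicate 4 (32363 CPM) as in replicate 1 (31789 CPM), so leaving out replicate 1 does not address RNA of B cells, which would lower the share of T cell RNA. RNA of Tcons was estimated from Dapl1 and Igfbp4, which are over 8 times higher in Tcons: their rise in the MHC II block WT IL-2 libraries would need 2.35% and 1.42% of Tcon RNA, which would lower the mean log2 CPM of the turquoise genes by −0.01 against −0.24 observed, and that of the 5 eTreg markers by −0.03 against −0.79 observed. This estimate assumes that Tregs themselves do not change the 2 genes. A lower share of T cell RNA in these libraries cannot be told apart from a lower expression of the turquoise genes: relative to 4 T cell genes (Cd3e, Cd4, Cd2 and Cd5) the difference was 0.09 (exact permutation test, p = 0.114), but these 4 genes themselves rose with WT IL-2 in the isotype arm (0.51). The rise of the turquoise genes against PBS in the isotype arm is not separated from a higher share of T cell RNA either, as relative to the 4 genes it was −0.04, −0.05 and 0.03 with WT IL-2, H16R and 3x; under MHC II block it was 0.21, 0.17 and 0.36, with every IL-2 library above every PBS library. For the eTreg markers the difference relative to the same genes was −0.47, with every MHC II block library below every isotype library (exact permutation test), which a lower share of T cell RNA does not explain. An effect of the TCR signal stays open for the eTreg markers as a hypothesis, and for the turquoise genes beside the share of T cell RNA.

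In Tcons, which the paper used only to set Tregs apart, 3413 of 12530 genes differed between WT IL-2 and PBS, 3892 between H16R and PBS and 1241 between 3x and PBS, over both antibody arms (the same test). For each, 1 of 35 splits was as large, the real one included, though another split reached 3305 genes for WT IL-2 and 1193 for 3x, against 316 for H16R. Without replicate 1 the counts were 0, 0 and 0, and without replicate 2 they were 19, 111 and 0; at an unadjusted p under 0.05, the fit of all 16 libraries had 4319, 4630 and 2832 genes. Simulated changes were still recovered with 1 mouse fewer per group, but all of these had a log2 fold change of 1. Only 370, 409 and 149 of the calls for WT IL-2, H16R and 3x reached that size. For the smaller changes, a dependence on both mice is not told apart from a loss of power. B cell markers differed between these Tcon groups too, from 5840 CPM with 3x and isotype to 26300 CPM with WT IL-2 and MHC II block, and whether RNA of other cells or the IL-2 signal in Tcons gives these calls was not tested.

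Among groups of 4 libraries, 12 of 88 had a library that stood apart from the other 3 by most of the range of the group (Dixon's ratio), where chance gives about 1 in 20. For list scores these were isotype WT IL-2 replicate 3b on the turquoise list (ratio 0.9, a score of 0.124 against 0.312 to 0.333), and isotype H16R replicate 4 (0.95) and MHC II block PBS replicate 1 (0.854) on the green list. For principal components they were MHC II block 3x replicate 2 on the first (0.901, at 16.3 against 30.8 to 32.4), isotype H16R replicate 4 on the second (0.841) and MHC II block PBS replicate 3 on the third (0.845). Replicate 3b is 1 of 2 libraries whose labels give the same mouse number; the turquoise score with WT IL-2 lies far from that of PBS in both.

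The other 6 were sums of marker genes of other cells. Myeloid markers stood out in isotype PBS replicate 1 (ratio 0.863, 162 CPM against 40.9 to 57.5 CPM) and MHC II block WT IL-2 replicate 1 (0.93, 861 CPM against 46.2 to 103 CPM). CD8 T cell markers stood out in MHC II block WT IL-2 replicate 1 (0.91), MHC II block H16R replicate 1 (0.849, the lowest of its group) and MHC II block 3x replicate 4 (0.884), and NK cell markers in MHC II block 3x replicate 4 (0.933, 245 CPM against 142 to 149 CPM). RNA of cells that were carried through the purification may explain the 2 myeloid values, which was not tested. Without isotype PBS replicate 1 the median log2 fold change with MHC II block in PBS mice moved to −0.68 for B cell and −0.75 for myeloid markers. Leaving out a library with high values shrinks this fall by itself, so it does not test the explanation. MHC II block WT IL-2 replicate 1 has no part in that comparison. No biological explanation was tested for single libraries.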

How the results depend on the processing

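The tests in this part are the alternatives to each choice; those named as chosen after seeing the data were chosen only then.

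Counts of genes were within 1.5 times their value for all 31 counts under DESeq2, DESeq2's size factors (RLE) and CPM above 1 in at least 16 libraries, for the 27 counts of Treg genes under total counts, no CPM filter and 2 alternatives chosen after seeing the data, empty cells read as 0 and thinned counts, and for 21 counts in fits of 1 antibody arm; the other counts were not run under these. The alternatives for 9 overlap counts were also chosen after seeing the data.

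A threshold of 1 on the absolute log2 fold change moved all 27 counts of Treg genes it was applied to. In the isotype arm it left 694, 1274 and 1389 genes for WT IL-2, H16R and 3x against PBS and 184 and 463 for H16R and 3x against WT IL-2. In the MHC II block arm it left 552, 961 and 1375 against PBS and 760 and 1171 against WT IL-2. MHC II block against isotype had 199, 668, 401 and 657 genes with PBS, WT IL-2, H16R and 3x, and the interactions 187 and 515. The overlaps became 1660 (any molecule), 451 (up) and 1210 (down), 548 (all 3), 154 (all 3 up) and 394 (all 3 down), 498 (both muteins only), 91 (WT IL-2 and H16R only), 12 (WT IL-2 and 3x only), 137 (H16R only) and 331 (3x only).

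The labels do not say whether mice of different groups with the same replicate number were paired, and the correlations of same-numbered libraries between groups, as deviations from the group means, ranged from −0.48 to 0.4. With the replicate number as a block, 4 counts moved: WT IL-2 against PBS under MHC II block 2942, MHC II block against isotype 266 with PBS and 2452 with WT IL-2, and H16R against WT IL-2 under MHC II block 4637. With the replicate block and libraries 3a and 3b exchanged, 5 moved: WT IL-2 against PBS with isotype 4139, MHC II block against isotype with WT IL-2 2367, H16R against WT IL-2 with isotype 1173, WT IL-2 and H16R only 402, and WT IL-2 and 3x only 81. At an adjusted p under 0.05, MHC II block against isotype in PBS mice had 1089 genes, H16R against WT IL-2 with isotype 1472, the interaction for H16R 1800, WT IL-2 and 3x only 127, and WT IL-2 and 3x against PBS in Tcons 2068 and 600. With only the groups compared in the fit, MHC II block against isotype in PBS mice had 781 genes and WT IL-2 and 3x only 119. With all biotypes, 3x against PBS in Tcons had 2005.

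Across the fits that each left out 1 library, the count ranged from 1106 (without MHC II block PBS replicate 2, or 1164 without replicate 1) to 2066 for MHC II block against isotype in PBS mice, from 2492 (without MHC II block H16R replicate 3) to 4483 with H16R, from 908 (without isotype H16R replicate 3, or 1515 without isotype WT IL-2 replicate 2) to 2712 for H16R against WT IL-2 with isotype, and from 1798 (without MHC II block H16R replicate 4, or 1883 without replicate 3) to 3901 for the interaction for H16R. In Tcons, the fits that each left out 1 mouse per group gave from 0 to 19 genes for WT IL-2, 0 to 111 for H16R and 0 to 0 for 3x, against 4319, 4630 and 2832 genes at an unadjusted p under 0.05 in the full fit.

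The turquoise score of MHC II block against isotype in PBS mice, −0.06, became 0.02 on log2(FPKM + 1) and on log2(FPKM + 0.1), and ranged from −0.15 to 0.01 with 1 library left out (0.01 without isotype PBS replicate 3). With 3x it passed the threshold at 0.53 and 0.52 on the 2 FPKM scales, at 0.43 with RLE and at 3.28 as the first principal component of the list, and ranged from 0.30 to 0.47 (called without MHC II block 3x replicate 2). The green score of WT IL-2 against PBS passed it on both FPKM scales, at −0.48 with isotype and −0.35 under MHC II block; with 1 library left out it ranged from −0.38 (called without isotype WT IL-2 replicate 3a) to −0.25 and from −0.12 (without MHC II block WT IL-2 replicate 2) to −0.03, and that of 3x with isotype from −0.47 to −0.30 (not called without isotype 3x replicate 1).

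The shares of the first 2 principal components were 56.1% and 16.7% for 48 libraries and 47.3% and 20.2% for 32 Treg libraries on log2(FPKM + 1), 71.9% and 8.8%, and 44.1% and 23.6%, over the 500 most variable genes, and 55.6% and 17.9%, and 49.4% and 19.1%, after variance stabilization. The distance over the spread became 3.58 for WT IL-2 and 7.0 for 3x to PBS with isotype and 11.0 for MHC II block to isotype with 3x over the 500 genes, and 7.38 for the last after variance stabilization. In the MHC II block arm it became 10.37 for H16R and 12.34 for 3x to PBS after variance stabilization, 9.92 and 12.25 on log2(FPKM + 1), and 4.92 and 7.64 over the 500 genes.

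With the correlation estimated from the data, 14 of 26 list tests lost their call (Benjamini-Hochberg adjusted camera p): cell cycle 0.539, 0.626 and 0.176 for WT IL-2, H16R and 3x against PBS and 0.113 for 3x against WT IL-2; cholesterol 0.624 for WT IL-2 against PBS and 0.118 for 3x against WT IL-2; interferon 0.164 for 3x against WT IL-2 and 0.244, 0.204 and 0.435 for MHC II block with WT IL-2, H16R and 3x; TCR response 0.196 and 0.294 for MHC II block with H16R and 3x; B cell markers 0.428 and myeloid markers 0.608 for MHC II block with PBS. Fry called 4 further tests, cholesterol with H16R (0.0901) and 3x (0.0296) and interferon with WT IL-2 (0.0628) and 3x (0.0645) against PBS, and did not call myeloid markers (0.134).

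Of the 332 changes of named genes, none moved under RLE, 1 was called only by DESeq2, and 22 moved by total counts: 13 lost their call, 4 gained one and 5 changed direction without being called (Ccnd2 −0.02, Itgb8 −0.03, Pdha1 −0.04 and Atp5a1 −0.04 with H16R, and Ccr8 −0.03 with 3x). Limma changed 34 with a pseudocount of 1 (26 lost, 4 gained) and 31 with 0.1 (23 lost, 4 gained), and with both reversed Ccr8 with 3x (−0.02) and Itgb8 (−0.02), Pdha1 (−0.04) and Atp5a1 (−0.04) with H16R. The replicate block changed 25 (22 lost, 3 gained), and 23 of 137 with 3a and 3b exchanged (21 lost, 2 gained).

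Leaving out 1 library changed 192 of 10624 values (126 lost, 31 gained, 35 changed direction). Against PBS in the isotype arm, the ranges that crossed 0 were, with H16R, Irf7 −0.07 to 0.04, Itgb8 −0.05 to 0.16, Pdha1 −0.01 to 0.06, Atp5a1 −0.01 to 0.06, Vdac1 −0.04 to 0.02 and Irf4 −0.11 to 0.05; with 3x, Ccr8 −0.03 to 0.09, Itgb8 −0.16 to 0.06, Mvk −0.12 to 0.02 and Irf4 −0.15 to 0.02; and with WT IL-2, Atp5a1 −0.02 to 0.02 and Nr4a1 −0.11 to 0.06. Without isotype PBS replicate 1, Irf7, Itgb8, Pdha1, Vdac1 and Irf4 with H16R, Irf4 with 3x and Atp5a1 with WT IL-2 changed sign; so did Ccr8 and Mvk with 3x without isotype PBS replicate 2, Itgb8 with 3x and Nr4a1 with WT IL-2 without isotype PBS replicate 4, and Atp5a1 with H16R without isotype H16R replicate 3. The others were Sqle for H16R against WT IL-2 (−0.02 to 0.14, isotype H16R replicate 3), Ctla4 for MHC II block with H16R (−0.07 to 0.01, MHC II block H16R replicate 1), Map2k6 for MHC II block with WT IL-2 (−0.07 to 0.02, isotype WT IL-2 replicate 1) and Klrg1 for the interactions (−0.27 to 0.10 for H16R and −0.28 to 0.09 for 3x, positive without isotype WT IL-2 replicate 2). Values of 0.00 also had ranges on both sides of 0: Zap70 with 3x against PBS in the isotype arm −0.03 to 0.04, Ccnd2 for H16R against WT IL-2 with isotype −0.04 to 0.04, and Ctla4 with WT IL-2 against PBS under MHC II block −0.05 to 0.12. A threshold of 1 or an adjusted p under 0.05 leaves fewer genes by construction, and fits without a library have fewer mice; the cause was not tested for the other changes.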

Differences from the paper's values

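The alternatives for the overlap counts in this part were chosen only after the values were seen; the other comparisons were not.

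For the sets of genes that the paper's dot plot of pathways draws on, the counts here are those of all DEGs of the same sets, and the legend of Fig. 3C gives its numbers as DEGs analysed in the gene sets. The 2 kinds of count may therefore not be comparable, and an alternative that comes near a number of the plot does not explain the difference. The paper's text also gives 5342 DEGs for all 3 molecules, within 1.5 times of the 5131 here. In the dot plot, for genes changed by all 3 molecules the count here was 5131 against the paper's 2574; with the replicate block and libraries 3a and 3b exchanged, an alternative chosen after seeing the values, it was 3481, within 1.5 times, and with the other alternatives it was not. For WT IL-2 and H16R only, it was 712 against the paper's 310, and 402 with the same block and exchange, also chosen after seeing the values and the only alternative within 1.5 times. For WT IL-2 and 3x only, it was 192 against the paper's 87, with, among alternatives chosen after seeing the values, 127 at an adjusted p under 0.05, 119 with only the groups compared, 130 with the replicate block and 81 with the block and the exchange, and further away with the other alternatives. For both muteins only, it was 1566 against the paper's 824, and none of the alternatives closed the gap. For 3x only, it was 998 against the paper's 437, and 331 with a threshold of 1 on the absolute log2 fold change, likewise chosen after seeing the values and the only alternative within 1.5 times. For H16R only, it was 544 against the paper's 311, and 386 without isotype H16R replicate 3, chosen after seeing the values and the only alternative within 1.5 times.

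The paper states that the 2 PBS groups did not separate. Here they lay 0.96 times their spread apart on the first 2 principal components, but 1752 genes differed between them, and their libraries did not overlap on the third component (13.5 to 19.3 against −9.5 to 3.8). Without MHC II block PBS replicate 2 or 1 the count was 1106 or 1164. It was 781 with only the groups compared in the fit and 266 with the replicate number as a block.

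Where the paper names genes, several log2 fold changes against PBS in the isotype arm lay on another side of the threshold here (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper names Ccr8, Icam1 and Itgb8 as raised by IL-2 and least so by 3x; with 3x they changed by 0.03, −0.14 and −0.07 here, and Itgb8 with H16R by 0.04 (0.06 with 3x without isotype PBS replicate 4, −0.05 with H16R without isotype PBS replicate 1). The paper names Pdk1, Pdha1, Atp5a1 and Vdac1 as raised; here Pdk1 (−0.21) and Pdha1 (−0.16) fell with WT IL-2, none of the 4 was called with H16R, and with 3x all 4 rose (by 0.18, 0.20, 0.12 and 0.13). Under total counts the rises of Pdk1, Atp5a1 and Vdac1 with 3x were not called (0.12, 0.06 and 0.07), nor was that of Pdk1 without isotype PBS replicate 1 (0.13), and without isotype PBS replicate 4 the fall of Pdk1 with WT IL-2 was −0.13 and not called.

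The paper names Mvk and Sqle as repressed; with 3x they changed by −0.05 and 0.17 here and were not called. The paper names Nfkb2 and Relb as repressed; with WT IL-2 they changed by −0.13 and −0.11 and were not called, though Nfkb2 was called by total counts and by limma with both pseudocounts (−0.16 each). The paper names Wdr36 as repressed; with 3x it changed by −0.07 and was not called, though it was by total counts (−0.12) and limma (−0.14 and −0.15). The paper names Irf7 as repressed more by the muteins; its change with H16R was −0.01 (0.04 without isotype PBS replicate 1), and it was not called against WT IL-2 for H16R (0.13) or 3x (−0.13), except for 3x with the replicate block (−0.14, adjusted p = 0.0495 from the same test).

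The paper names Il2ra, Ccnb1, Ccnb2 and Ccnd2 as higher with both muteins than with WT IL-2. For H16R the differences were 0.20, 0.12, 0.16 and −0.00 here, none called, except that Il2ra was called with the replicate block (0.19, adjusted p = 0.0995, or 0.0885 with libraries 3a and 3b exchanged, from the same test); Ccnd2 rose against PBS with 3x only. The paper names Lrrc32, Il10, Ctla4 and Areg as stronger with WT IL-2 and H16R than with 3x; against WT IL-2 the fall of Il10 with 3x was not called without isotype WT IL-2 replicate 3a (−0.23), nor that of Ctla4 without isotype WT IL-2 replicate 2 (−0.18). Gpx7 and Ndufa11, which the paper names in the turquoise module, were called with none of the molecules in the isotype arm, except Gpx7 with H16R by DESeq2 (0.30).

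The paper describes the rise of Icos, Ctla4, Klrg1 and Il10 with WT IL-2 as largely lost under MHC II block. Here Klrg1 (1.53) and Il10 (1.31) still rose past the threshold in that arm, as did Icos (0.44), while Ctla4 did not (0.00). NK cell markers rose in that arm too, and whether RNA of other cells adds to these rises was not tested. Klrg1 was lower with MHC II block under the muteins as well (−0.78 with H16R and −0.80 with 3x). The paper states that Irf4 and Rela did not rise with IL-2. Here Irf4 with WT IL-2 passed the threshold narrowly (0.23), and this call was lost in 14 of the 32 fits that each left out 1 library. Without isotype PBS replicate 3 it was 0.17. It was also lost by total counts, by limma, and with the replicate block and libraries 3a and 3b exchanged. Irf4 rose with each molecule under MHC II block (0.49, 0.36 and 0.39), and Rela fell (−0.10, −0.16 and −0.21). The paper names Zap70 as raised; with 3x in the isotype arm it did not change here (−0.00), and with WT IL-2 under MHC II block it fell (−0.13, or −0.11 and not called without MHC II block WT IL-2 replicate 1).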

Other observations

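The tests of explanations in this part, and the comparison with the authors' tables, were chosen only after the results they concern had been seen.

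The number of genes called was compared between the real groups and other splits of the same libraries. For each of the 14 comparisons of 2 groups of Treg libraries, 1 of 35 splits, the real one, gave as many genes. For Tregs against Tcons it was 1 of 50. For genes shared by all 3 molecules it was 2 of 100 for genes that rose and 2 of 100 for genes that fell: another split gave more genes than the real groups in each direction, 2959 against 2586 up and 2854 against 2530 down.

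Plasma cell markers fell in Tregs of the isotype arm from 3590 CPM with PBS to 1930 CPM with WT IL-2, 642 CPM with H16R and 239 CPM with 3x, and B cell markers from 14900 to 8140, 4930 and 2170 CPM. The lists hold 12 B cell, 5 plasma cell and 11 myeloid markers, no gene is in more than 1 of these lists, and how many of them Tregs themselves express was not tested for these 3. The most abundant genes fell with 3x from 9260 to 1658 CPM (Ighm), from 4183 to 307.7 CPM (Igkc) and from 1619 to 110.2 CPM (Jchain). Each IL-2 library lay below each PBS library in both sums (exact permutation tests, adjusted p = 0.0505, the smallest that 60 tests gave). A higher share of Treg RNA in the libraries would lower the markers of all other cells alike. With 3x the median change on the log2 scale was −4.02 over plasma cell, −3.05 over B cell and −1.98 over myeloid markers, and plasma cell markers fell further than myeloid markers by −2.05 (two-sided exact permutation test, p = 0.0571) and than B cell markers by −0.98 (p = 0.143, exact). With WT IL-2 and H16R, plasma cell less myeloid markers gave 0.30 and −0.47, and plasma cell less B cell markers 0.60 and −0.03 (exact p of at least 0.2). With 3x, NK cell markers changed by −1.21 and CD8 T cell markers by −0.58. A level in Tregs would hide such a change in the CD8 T cell list, where Cd8b1 had 7.728 CPM with PBS and 9.943 CPM with 3x. Whether NK cell markers have such a level was not tested. A higher share of Treg RNA can therefore not be excluded and cannot be told apart from a fall in B lineage cells. How this result was to be read was changed after values had been seen: a first test, the ratio of plasma cell to CD8 T cell markers, was set aside because Cd8b1 made up most of the latter. With MHC II block, B cell markers were at 25000 CPM with WT IL-2, 11800 CPM with H16R and 9790 CPM with 3x. With isotype they were at 8140, 4930 and 2170 CPM in the same order. In PBS mice they were at 13000 CPM with MHC II block and 14900 CPM with isotype. Genes of B lineage cells among the DEGs may reflect any of these differences.

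Between MHC II block and isotype in PBS mice, a list of 15 interferon response genes rose (5 called, median log2 fold change 0.23, camera p = 5.04e-16 after Benjamini-Hochberg adjustment over 27 lists, fry 0.000177 and 0.0287 with the correlation estimated). Without isotype PBS replicate 1 the median was 0.32, the adjusted camera p was 1.73e-14 (fry 0.000337 and 0.0495 with the correlation estimated) and 7 genes were called. This fit had been set up as a test of RNA of other cells in that library and was set aside as such after its value had been seen, because whether such RNA lowers these genes is not known here. With MHC II block under WT IL-2 (8 called up and 3 down, adjusted p = 0.000161), H16R (9 up, adjusted p = 1.16e-07) and 3x (12 up, adjusted p = 9.61e-05) camera called the list higher as well, but none of these 3 calls held with the correlation estimated (0.244, 0.204 and 0.435). The paper names 3 of its genes (Isg15, Irf7 and Ifit1) from these libraries. Several of its genes are paralogs whose reads can be shared (Ifit1 and Ifit3). The design does not separate a response of the mice to the blocking antibody from the loss of the TCR signal.

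In the same comparison B cell markers fell (9 of the genes tested, all called, median −1.44, adjusted camera p = 0.000125, fry 0.058, and 0.428 with the correlation estimated), as did myeloid markers (median −2.07, 0.00627, fry 0.134, and 0.608). Without isotype PBS replicate 1 the medians were −0.68 and −0.75, and no B cell marker was called. For B cell markers the 3 methods gave 0.0296 with camera, 0.227 with fry and 0.701 with the correlation estimated, so RNA of B and myeloid cells in that library cannot be told apart from a fall in the group. The sum of the B cell markers, most of which is Ighm and Igkc, genes that are not among the 9, differed little (13000 CPM with MHC II block and 14900 CPM with isotype, log2 ratio −0.20, exact permutation test, p = 0.543, adjusted 0.592), and MHC II block PBS replicate 3 (18326 CPM) lay above 3 of the 4 isotype PBS libraries, which goes against a fall in every library. How this result was to be read was changed after its value had been seen, which is why all 3 values are given. Handling stress genes were also lower with MHC II block (8 called, median −0.39, adjusted camera p = 3.14e-11, fry 0.000265, and 0.0439 with the correlation estimated), which may reflect how the mice or cells of the 2 groups were processed; the labels give no batch, and this was not tested further.

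TCR response genes fell with MHC II block in all 4 treatments: 10 of 17 genes were lower and 1 higher with PBS (adjusted camera p = 1.74e-10, or 0.00204 with the correlation estimated), 14 lower and 1 higher with WT IL-2 (1.48e-10, or 0.00103), 7 lower with H16R (0.00327) and 9 lower and 4 higher with 3x (0.00151), the last 2 not called with the correlation estimated (0.196 and 0.294). Nr4a1, which encodes Nur77, changed by −0.75, −0.72, −0.40 and −0.76 in the 4 treatments. Against PBS in the isotype arm it changed by −0.04 with WT IL-2, −0.09 with H16R and −0.16 with 3x, none called (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.811, 0.505 and 0.198), though with 3x it fell past the threshold by total counts (−0.22, adjusted p = 0.0815, the same test); without isotype PBS replicate 4 the values with WT IL-2 and 3x were 0.06 and −0.07. The paper reports Nur77 as raised by 3x from intracellular staining, which was not analysed here. The paper reports no list of TCR response genes. In PBS mice handling stress genes were lower with MHC II block as well, so a difference in processing is not excluded for the fall in that treatment.

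The authors' table of 3x against PBS under MHC II block departs from the counts. Its log2 fold changes correlated 0.793 over 12078 genes with those of 3x against PBS under MHC II block here, and 0.796 with those of H16R against PBS in that arm, while the tables of H16R and of WT IL-2 in the same arm correlated 0.977 and 0.942 with their own comparison here. A low correlation alone does not set it apart, since the tables of H16R against WT IL-2 with isotype and of MHC II block against isotype with H16R correlated 0.742 and 0.785 with their own comparisons. It lists 7647 genes past the threshold (4370 up and 3277 down), where 9041 were called here. Sums of the authors' own tables depart for 3x as well: the change with 3x under MHC II block less that with isotype differed from the change with MHC II block under 3x less that under PBS by more than 0.1 for 58.4% of genes (median 0.127), whereas the same sums for H16R and WT IL-2 did not depart (median 0 each). The other tables in the sum for 3x correlated 0.962 (3x with isotype), 0.978 (MHC II block with 3x) and 0.897 (MHC II block with PBS) with their own comparisons. Which libraries entered that table was not examined here.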
